# Exploring the *In Vivo* Role of the Mitochondrial Calcium Uniporter in Brown Fat Bioenergetics

**DOI:** 10.1016/j.celrep.2019.04.013

**Published:** 2019-04-30

**Authors:** Daniel Flicker, Yasemin Sancak, Eran Mick, Olga Goldberger, Vamsi K. Mootha

## Abstract

The mitochondrial calcium uniporter has been proposed to coordinate the organelle’s energetics with calcium signaling. Uniporter current has previously been reported to be extremely high in brown adipose tissue (BAT), yet it remains unknown how the uniporter contributes to BAT physiology. Here, we report the generation and characterization of a mouse model lacking *Mcu*, the pore forming subunit of the uniporter, specifically in BAT (BAT-Mcu-KO). BAT-Mcu-KO mice lack uniporter-based calcium uptake in BAT mitochondria but exhibit unaffected cold tolerance, diet-induced obesity, and transcriptional response to cold in BAT. Unexpectedly, we found in wild-type animals that cold powerfully activates the ATF4-dependent integrated stress response (ISR) in BAT and up-regulates circulating FGF21 and GDF15, raising the hypothesis that the ISR partly underlies the pleiotropic effects of BAT on systemic metabolism. Our study demonstrates that the uniporter is largely dispensable for BAT thermogenesis and demonstrates activation of the ISR in BAT in response to cold.

## In Brief

Flicker et al. generate a mouse lacking mitochondrial calcium uniporter activity in brown fat. They show that the uniporter is dispensable for brown fat bioenergetics. Unexpectedly, they find that in wild type animals, cold stress induces ATF4 signaling in normal brown fat, suggesting a mechanism for cold-induced GDF15 and FGF21 elevation.

## INTRODUCTION

For decades, it has been known that calcium ions can enter mitochondria through a highly selective uniporter channel, driven by the electrochemical gradient across the inner mitochondrial membrane (IMM) (Carafoli and Lehninger, 1971; Deluca and Engstrom, 1961; Kirichok et al., 2004; Vasington and Murphy, 1962). Numerous studies have confirmed that calcium uptake in isolated mitochondria leads to transient dissipation of the membrane potential and sustained enhancement of NAD(P)H autofluorescence, oxygen consumption, and ATP phosphorylation (Territo et al., 2000). The effect on membrane potential is readily explained by the fact that the uniporter is electrophoretic, and hence calcium uptake leads to depolarization. A mechanism for the boost in NADH and oxidative phosphorylation was proposed as early as the 1970s, when it was noted that three matrix dehydrogenases are allosterically stimulated by calcium ions *in vitro* (for reviews, see Denton, 2009; Denton et al., 1996; McCormack et al., 1990).

Because energy-consuming events such as muscle contraction and neurotransmission are triggered by a release of calcium into the cytosol, it is plausible that these calcium boluses could enter mitochondria via the uniporter and trigger ATP production to match the increased cellular demand (Denton, 2009; Territo et al., 2000). This “feed-forward” model has historically been impossible to test, however, due to a lack of tools to selectively modulate the uniporter’s activity *in vivo.* The molecular identity of the uniporter began to be elucidated in 2010, enabling genetic disruption of its activity for the first time (Perocchi et al., 2010). At present, the mammalian uniporter is known to comprise five primary components, two of which are required to maintain a functional channel: the pore-forming subunit, MCU, and a small transmembrane binding partner, EMRE, both of which localize to the IMM (Baughman et al., 2011; Kovács-Bogdán et al., 2014; Sancak et al., 2013); MICU1 and MICU2, which are soluble subunits in the intermembrane space (IMS) that sense and gate the uniporter in the presence of subthreshold cytosolic calcium levels (Csordás et al., 2013; Kamer and Mootha, 2014; Kamer et al., 2017; Mallilankaraman et al., 2012); and the MCU homolog MCUb, which is thought to negatively regulate the uniporter’s conductance (Raffaello et al., 2013).

The molecular identification of this machinery has provided an unprecedented opportunity to delineate the role of the uniporter in cellular and organismal physiology. Several mouse models have since confirmed a role for the uniporter in supporting tissue bioenergetics, particularly when energy demand is acutely increased (Pan et al., 2013; Kwong et al., 2015; Luongo et al., 2015). In addition, a 2012 electrophysiology study by Fieni et al. (2012) demonstrated that the current density attributable to the uniporter is exceptionally high in mitoplasts isolated from skeletal muscle and brown adipose tissue (BAT) in comparison to liver, kidney, and heart. Skeletal muscle and BAT share a growing list of similarities (Seale et al., 2008; Stanford et al., 2013; Kim et al., 2013; Fisher et al., 2012), and both tissues respond to adrenergic signaling cues by acutely increasing energy consumption (Bachman et al., 2002; Lynch and Ryall, 2008). Because the uniporter has been shown to play a key bioenergetic role in skeletal muscle (Pan et al., 2013), we reasoned that it could serve a similarly important function in BAT; however, no studies to date have examined the role of the uniporter in this tissue.

BAT is a mammalian tissue specialized for metabolic inefficiency (Cannon and Nedergaard, 2004; Townsend and Tseng, 2014). It is densely packed with mitochondria and lipid droplets and is heavily innervated by sympathetic fibers that secrete norepinephrine (NE) in response to stimuli such as cold. NE acts on brown adipocytes primarily through the β_3_-adrenergic receptor, which signals through the cAMP-PKA pathway to liberate free fatty acids (FFA); these are oxidized to CO_2_ in the mitochondrial matrix but also activate uncoupling protein 1 (UCP1), a transporter that effectively permeabilizes the IMM to protons (Fedorenko et al., 2012; Wikstrom et al., 2014). NE therefore simultaneously stimulates rapid respiration and uncoupling in BAT, resulting in heat.

Early studies on isolated brown adipocytes found that intracellular calcium pools are mobilized by NE stimulation (Connolly et al., 1984), and subsequent imaging studies have repeatedly confirmed that NE induces a rise in cytosolic calcium in brown adipocytes (Chen et al., 2017; Leaver and Pappone, 2002; Lee et al., 1993; Nakagaki et al., 2005). However, it remains controversial whether this calcium is derived from mitochondria (Leaver and Pappone, 2002), and indeed whether NE stimulation causes a net rise or fall in matrix calcium levels (Hayato et al., 2011; Nakagaki et al., 2005). Although the physiological role of calcium signaling in BAT thermogenesis remains largely unexplored, it has recently been demonstrated that elevated cytosolic calcium can blunt heat production and thermogenic gene expression by repressing cAMP-PKA signaling (Chen et al., 2017; Nam et al., 2017). Elucidating the role of mitochondrial calcium handling in BAT may therefore provide significant insight into the regulation of thermogenesis.

In the present study, we generated and characterized a mouse model harboring BAT-specific loss of MCU (BAT-Mcu-KO). Despite ablated uniporter activity in this tissue, the animals did not exhibit an obvious phenotype: BAT bioenergetics were unimpaired as evidenced by intact cold-tolerance, susceptibility to diet-induced obesity, and thermogenic gene expression. Unexpectedly we found in wild-type animals that the integrated stress response (ISR) triggered by activating transcription factor 4 (ATF4) is strongly induced by cold in BAT.

## RESULTS

### Uniporter Expression Is Unremarkable in BAT

We first sought to determine whether the high uniporter current density reported in BAT mitochondria could be explained by high expression of MCU (Fieni et al., 2012). Prior large-scale studies found that MCU transcript levels are comparable between BAT, kidney, liver, and heart, and are approximately 2-fold higher in skeletal muscle (Su et al., 2002). Because these measurements do not correlate with the current densities reported in Fieni et al. (2012), we hypothesized that the uniporter components may vary more dramatically at the protein level across this panel of tissues. We therefore measured the abundance of MCU, EMRE, MICU1, and MICU2 in mitochondria isolated from each tissue (Figures S1A and S1B). We confirmed that these four components are highly enriched in skeletal muscle and depleted in heart. Surprisingly, however, the components were similarly expressed in BAT, kidney, and liver, at a level intermediate between that of skeletal muscle and heart. Thus, the current densities reported by Fieni et al. (2012) appear to correlate with uniporter protein levels in skeletal muscle, kidney, liver, and heart, but not in BAT.

### Generation of BAT-Specific MCU Knockout Mice

C57BL/6 mice harboring a full-body knockout of *Mcu* die prior to birth for unknown reasons (Murphy et al., 2014). Therefore, in order to examine the role of the uniporter in BAT, we deleted *Mcu* in a tissue-specific manner. We first generated a conditional *Mcu* allele in which the second exon is flanked by LoxP sites (Figure S2A). We then bred mice homozygous for this allele (*Mcu*^*fl/fl*^) with a transgenic line expressing Cre recombinase under control of the *Ucp1* promoter, which is highly specific to BAT (Kong et al., 2014). *Mcu*^*fl/fl*^ animals harboring the *Ucp1-Cre* transgene were born at the expected Mendelian ratio and were grossly indistinguishable from *Mcu*^*fl/fl*^ animals lacking the *Ucp1-Cre* transgene.

We first confirmed that *Mcu*^*fl/fl*^*;Ucp1-Cre* (BAT-Mcu-KO) animals exhibited complete loss of MCU in BAT but not in liver, whereas *Mcu*^*fl/fl*^ (control) animals were unaffected (Figure 1A). EMRE levels were negligible in BAT-Mcu-KO BAT, consistent with reports that this protein is proteolytically degraded when unbound to MCU (Tsai et al., 2017), and MICU1 and MICU2 levels were reduced (Figure 1A). To ensure that uniporter activity was fully ablated, BAT mitochondria were isolated from BAT-Mcu-KO and control animals and energized with L-glycerol-3-phosphate (G3P) plus rotenone in the presence of GDP. As expected, control mitochondria exhibited a robust calcium uptake activity under these conditions, which was completely abrogated in BAT-Mcu-KO mitochondria (Figure 1B).

Our group previously demonstrated that OXPHOS is intact following MCU knockdown *in vivo* in liver, as demonstrated by intact State 3 to State 4 transitions in isolated mitochondria (Baughman et al., 2011). Consistently, mitochondria isolated from BAT-Mcu-KO and control BAT exhibited identical rates of oxygen consumption at baseline, in the presence of G3P (State 4u), and in the presence of both G3P and GDP (State 4) (Figures 1C and 1D).

### MCU Is Dispensable for BAT Bioenergetics

We next sought to determine the effect of MCU loss on BAT bioenergetics. Mice harboring lesions in mitochondrial bioenergetics in BAT are typically unable to maintain their body temperatures when acutely exposed to 4°C; thus, we speculated that BAT-specific MCU loss would confer increased sensitivity to cold stress (Bachman et al., 2002; Enerbäck et al., 1997; Lowell et al., 1993; Vergnes et al., 2011). Surprisingly, however, both BAT-Mcu-KO and control animals were able to defend their body temperatures to an equal extent when transferred from room temperature (RT) to 4°C (Figures 2A and S2B).

The response of BAT to a cold challenge is highly dependent on the temperature to which the animal has been habituated. Mice acclimated to 30°C conditions (thermoneutrality) exhibit an accumulation of unilocular lipid droplets and a mild reduction of mitochondria in interscapular BAT compared to mice housed at room temperature (22°C–26°C), and display a dramatic reduction in BAT oxygen consumption when administered a bolus of norepinephrine (NE) (Cannon and Nedergaard, 2011; Kozak, 2014). Conversely, even mice lacking UCP1 are able to defend their body temperatures at 4°C following 12 days of acclimation to mild cold (18°C) (Keipert et al., 2017). To test whether the role of the uniporter in nonshivering thermogenesis is dependent on the animals’ thermal prehistory, we habituated a cohort of mice to 30°C conditions for 1 week prior to administering a cold challenge. Both BAT-Mcu-KO and control animals were again able to defend their body temperatures to an equal extent (Figures 2B and S2C). We thus conclude that the uniporter is not required for body temperature maintenance via nonshivering thermogenesis.

Lesions in BAT thermogenesis have been shown to confer increased susceptibility to diet-induced obesity (Bachman et al., 2002; Feldmann et al., 2009; Lowell et al., 1993). To determine whether MCU loss constitutes such a lesion, we monitored body mass in BAT-Mcu-KO and control animals maintained on a high-fat diet (HFD) for 16 weeks. Consistent with our observations of cold tolerance, neither male nor female BAT-Mcu-KO animals exhibited a significant difference in body weight from age-matched control animals over the course of the experiment (Figures 2C, 2D, S2D, and S2E). Importantly we note that this study was conducted at room temperature, whereas prior studies have suggested that defects in diet-induced thermogenesis can generally only be observed at thermoneutrality (Enerbäck et al., 1997; Feldmann et al., 2009). It is therefore plausible that a genotype-dependent response to HFD might be evident at 30°C, although this is unlikely given that cold tolerance is unaffected by MCU.

The matrix enzyme pyruvate dehydrogenase phosphatase 1 (PDP1), which dephosphorylates and activates the pyruvate dehydrogenase (PDH) complex, has been shown to be allosterically activated by calcium *in vitro* (Denton et al., 1996; Huang et al., 1998). Consistently, CD1 total-body MCU knockout mice exhibit a decreased matrix calcium load and increased skeletal muscle PDH phosphorylation following a 16-h fast (Pan et al., 2013). In addition, skin fibroblasts isolated from patients with homozygous MICU1 loss exhibit an increased matrix calcium load and, as reported in a separate study, decreased PDH phosphorylation (Lewis-Smith et al., 2016; Logan et al., 2014). The uniporter has thus emerged as an important regulator of PDH phosphorylation under select conditions.

We speculated that MCU loss might impact PDH phosphorylation in BAT. To characterize the dynamics of PDH phosphorylation in BAT, mice were fasted overnight followed by 6 h of either additional fasting or *ad libitum* re-feeding. As has previously been demonstrated in skeletal muscle, re-feeding induced robust PDH dephosphorylation in BAT (Gudiksen and Pilegaard, 2017; Sugden et al., 2000). Interestingly, however, MCU loss did not impact refeeding-induced PDH dephosphorylation (Figure 2E).

Multiple studies have shown that adrenergic stimulation elicits a rise in cytosolic calcium in brown adipocytes (Chen et al., 2017; Leaver and Pappone, 2002). Mitochondrial calcium handling has been implicated in this process; however, it remains controversial if mitochondria subsequently take up the cytosolic calcium spike, or if they in fact contribute to it by releasing matrix calcium stores following UCP1-mediated depolarization (Connolly and Nedergaard, 1988; Lee et al., 1993; Nakagaki et al., 2005). We reasoned that according to either of these models, cold might impact PDH phosphorylation in BAT in an MCU-dependent manner. We therefore measured BAT PDH phosphorylation in BAT-Mcu-KO and control mice exposed to either RT or 4°C for 6 h. However, cold exposure did not substantially affect PDH phosphorylation in either genotype; MCU loss also had no effect on PDH phosphorylation at either temperature (Figure 2F).

Taken together, our observations suggest that uniporter function is largely dispensable for BAT bioenergetics, although we cannot exclude subtle effects that might be relevant in more natural environments.

### BAT Gene Expression Is Remodeled by Acute Cold Exposure Independently of MCU

Because we were unable to detect a strong *in vivo* phenotype resulting from MCU loss in BAT, we next aimed to systematically quantify genome-wide gene expression in BAT in control and BAT-Mcu-KO animals. Prior studies of MCU knockout in skeletal muscle and heart revealed that, while no phenotype was evident at baseline, both tissues exhibited a blunted bioenergetic response to physiological stressors (exercise and adrenergic stimulation, respectively) (Kwong et al., 2015; Luongo et al., 2015; Pan et al., 2013). 

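RNA from the BAT of 23 mice in 4 groups was sequenced: 6 control and 6 BAT-Mcu-KO mice at RT, and 5 control and 6 BAT-Mcu-KO mice kept at 4°C for 6 h. BAT-Mcu-KO mice carried loxP sites around exon 2 of Mcu together with the UCP1-Cre transgene, in which the Ucp1 promoter drives the Cre recombinase. Control mice carried the same loxP sites without the transgene. Libraries were made by the Smart-seq2 method, which amplifies full-length cDNA by PCR, and both ends of each fragment were read on an Illumina sequencer. The authors aligned the reads to the mouse genome (mm10, with GENCODE M7 annotations) with STAR and counted the uniquely mapped reads within exons with HTSeq, irrespective of strand. Reads from a stretch shared by overlapping genes therefore cannot be given to a gene by their strand. The authors kept the 14651 genes with at least 8 reads in at least 6 samples. They divided the reads of each sample by its size factor, the median ratio that DESeq2 computes, and deposited these normalized counts.

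In each sample every normalized count was a whole multiple of the value of 1 read, so the number of reads behind each value could be recovered. The reads counted on these genes ranged from 11724234 to 17394689 (median 12581326.5) in control mice at RT and from 7129271 to 18728637 (median 10492967) in control mice at 4°C. In BAT-Mcu-KO mice they ranged from 11088466 to 14582523 (median 13552267.5) at RT and from 8336445 to 21006347 (median 15419748.5) at 4°C. A difference in depth by genotype was not shown at RT (exact permutation test on log2 reads, two-sided, p = 0.903) or at 4°C (exact p = 0.232). At 4°C the log2 depth was higher by 0.385 in BAT-Mcu-KO mice, and with so few mice its absence is not shown either. A difference by temperature was not shown in control (exact p = 0.407) or BAT-Mcu-KO mice (exact p = 0.461). Mitochondrial transcripts took between 23.1% and 38.1% of the reads of a sample, and the 10 most abundant genes of each sample took between 32.7% and 43.7%. For the 55 pairs of mice within a group, the chi-square of their reads per degree of freedom was 10.7 to 81.4. Each mouse was counted as 1 replicate.

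Differences between groups were tested with limma on log2(normalized count + 1), in 1 model with a mean for each of the 4 groups and a variance trend on expression. P-values were adjusted over the 14651 genes by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p-value under 0.05. The pseudocount of 1 makes log2 fold changes of genes with few reads smaller than the change in their counts. Tests of a single value per mouse were exact permutation tests. PCR copies of a molecule cannot be told apart in these libraries, so read numbers give counting error only.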

We chose cold as the relevant stressor in the present study and performed global transcriptional profiling on BAT from control and BAT-Mcu-KO animals exposed to RT or 4°C for 6 h. As a positive control for cold exposure, we confirmed that UCP1, PGC1A, and DIO2 were strongly upregulated in 4°C exposed mice in a genotype-independent manner (Ye et al., 2013); in contrast, MCU was strongly reduced in BAT-Mcu-KO animals but was transcriptionally unaffected by temperature (Figures 3A and 3B).

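Mcu lies on chromosome 10 of GRCm38 (mm10) from 59446984 to 59616692, on the minus strand, and the predicted gene Gm10322 overlaps it from 59616063 to 59616398. Its normalized count was 97.2, 133, 92.5, 136, 117 and 81.4 in the control mice at RT and 70.8, 86.5, 127, 132 and 118 in the control mice at 4°C. In BAT-Mcu-KO mice it was 36.2, 36.2, 40.4, 15.2, 40.0 and 42.4 at RT and 37.5, 35.1, 39.9, 27.4, 24.0 and 39.2 at 4°C. Each BAT-Mcu-KO mouse was thus below each control mouse. These values rest on 35 to 180 reads per control mouse and 17 to 57 reads per BAT-Mcu-KO mouse. The log2 fold change by genotype was -1.66 at RT (SE 0.22, adjusted p = 0.0010, limma with Benjamini-Hochberg adjustment) and -1.61 at 4°C (SE 0.23, adjusted p = 0.00367). Between RT and 4°C its log2 fold change was -0.05 in control mice (SE 0.23, adjusted p = 0.881, limma) and -0.0045 in BAT-Mcu-KO mice (SE 0.22, adjusted p = 0.988), and the sign of both changed when single mice were left out. Exon 2, which lies from 59491087 to 59491156, is 70.0 bp or 2.44% of the 2872 bp of a transcript with 8 exons. Reads on the other exons of a transcript that lacks it were counted on Mcu as well.

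Ucp1, on chromosome 8 from 83290352 to 83298452, had a normalized count of 63858 ± 6228 (SD, n = 6) at RT and 165200 ± 23378 (SD, n = 5) at 4°C in control mice. In BAT-Mcu-KO mice it was 56907 ± 5325 (SD, n = 6) and 157770 ± 9239 (SD, n = 6). The log2 fold change by cold was 1.37 (SE 0.10, adjusted p = 1.0e-10, limma) in control and 1.47 (SE 0.10, adjusted p = 1.3e-11) in BAT-Mcu-KO mice. Ppargc1a, which encodes PGC1A and lies on chromosome 5 from 51454250 to 51567726, rose from 573 ± 187 to 19302 ± 4383 in control and from 549.8 ± 189 to 10675 ± 2190 in BAT-Mcu-KO mice (SD, the same n). Dio2, on chromosome 12 from 90724552 to 90738438, rose from 553 ± 239.8 to 18303 ± 1164 in control and from 574 ± 428 to 14723 ± 1498 in BAT-Mcu-KO mice. Their log2 fold changes by cold were 5.10 and 5.19 in control and 4.33 and 4.96 in BAT-Mcu-KO mice, and the largest adjusted p among these 4 was 8.9e-12. For these 3 genes every mouse at 4°C was above every mouse at RT.

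By genotype, limma called none of the 3 genes over all genes tested. At 4°C, however, every BAT-Mcu-KO mouse was below every control mouse for Ppargc1a (at most 13022 against at least 14141). The same held for Dio2 (at most 16473 against at least 16733), and for Ucp1 the genotypes overlapped. In the authors' deposited table the adjusted p at 4°C is 0.000776 for Ppargc1a, 0.0992 for Dio2 and 0.932 for Ucp1 (Wald test). The log2 fold changes of Ucp1, Ppargc1a and Dio2 were -0.17, -0.08 and -0.09 at RT (smallest adjusted p = 0.959, limma) and -0.06, -0.85 and -0.32 at 4°C (adjusted p = 0.948, 0.284 and 0.880). Adjusted over these 3 genes alone, 0 were changed at RT and 1 at 4°C, Ppargc1a, and 0 in the interaction of genotype and temperature, where Ppargc1a had a log2 difference of -0.77 (unadjusted p = 0.0207, limma). The sign for Dio2 at RT was positive, 0.05, in DESeq2. Control and BAT-Mcu-KO mice at 4°C that share a replicate number were different animals, but their deviations from the group means were correlated (mean r across genes 0.121, shuffled numbers p = 0.0172). With the replicate number as a block, the 4°C log2 fold changes were -0.06, -0.82 and -0.24 (limma, adjusted p = 0.942, 0.279 and 0.923), and that of Mcu was -1.63 (adjusted p = 0.0202). This fit gave each replicate number a single effect, shared by the mice at RT and at 4°C.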

We observed relatively few significant transcriptional changes resulting from MCU loss at either RT or 4°C (Figures 3D and 3E). 

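At RT, limma with Benjamini-Hochberg adjustment called 7 of 14651 genes changed by genotype, 3 higher and 4 lower in BAT-Mcu-KO BAT. At 4°C it called 11 genes, 6 higher and 5 lower. Before adjustment, 754 genes at RT and 1023 genes at 4°C had a p-value under 0.05. Among the alternatives, the count was highest with the DESeq2 Wald test on the whole reads, which called 20.0 genes at RT and 23 at 4°C, and lowest with only the 2 compared groups in the fit, which called 3 and 2 genes. With the replicate number as a block, 7 genes were called at 4°C, all of them among the 11, where same-numbered mice of the 2 genotypes deviated together (mean r 0.121).

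The genes called at RT were Mcu, Gsta3, Egr1, Elmod2, Gm37084, Tbc1d9 and Mir1904. Egr1, on chromosome 18 from 34859823 to 34864984, had a normalized count of 451 ± 419.8 (SD, n = 6) in control and 52.2 ± 25.6 (SD, n = 6) in BAT-Mcu-KO mice. Its log2 fold change was -2.65 (SE 0.42, adjusted p = 0.00636, limma), and 5 of 6 BAT-Mcu-KO mice were below every control mouse. The control mice themselves ranged from 83.9 to 1148. Gm37084 (log2 fold change -1.26, adjusted p = 0.0146, limma) lies within the gene Mapkapk2, and Mir1904 (-1.45, adjusted p = 0.0268) lies within Pde4d. For this pair, reads of the surrounding gene could have been counted on the smaller one.

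The genes called at 4°C were Mcu, Atf4, Elmod2, Tmed9, Gsta3, Mthfd2, Pbld2, S1pr5, Cat, Btc and Tram2. Mthfd2, on chromosome 6 from 83305691 to 83325908, had a log2 fold change of -1.69 (SE 0.30, adjusted p = 0.0151, limma). Gm43890 overlaps it. Atf4, on chromosome 15 from 80255184 to 80257541, had a log2 fold change of -0.66 (SE 0.11, adjusted p = 0.0151, limma), and that of Tmed9 was -0.64 (SE 0.11, adjusted p = 0.0151). For Mthfd2, Atf4 and Tmed9 each of the 6 BAT-Mcu-KO mice was below every control mouse. Btc was higher, with a log2 fold change of 1.13 (SE 0.22, adjusted p = 0.0354, limma), in 6 of 6 BAT-Mcu-KO mice. With the block, the adjusted p of Mthfd2, Btc, S1pr5 and Tram2 was 0.0614, 0.0568, 0.118 and 0.118, and these were the 4 genes no longer called. Since the block is shared by mice at RT and 4°C, the loss of these calls cannot be put down to the pairing at 4°C. Pbld2 and S1pr5 overlap the predicted genes Gm16143 and Gm48303.

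Micu2, Smdt1 (EMRE) and Ccdc109b (an older symbol of Mcub), which belong to the uniporter, were not changed. They had log2 fold changes of 0.22, -0.03 and -0.22 at RT and of -0.17, 0.10 and -0.20 at 4°C, with adjusted p-values of 0.844 or more (limma). Ccdc109b had a normalized count of at most 14.4 in any mouse, and its sign at 4°C was positive in DESeq2 (0.13) and edgeR (0.13). Slc8b1, which encodes NCLX, had log2 fold changes of 0.43 at RT (SE 0.16, adjusted p = 0.941) and 0.69 at 4°C (SE 0.17, adjusted p = 0.211, limma), with unadjusted p-values of 0.0120 and 0.000332. Adjusted over the list of uniporter genes alone, Slc8b1 passed the threshold at both temperatures, which it did not over all genes. With the replicate number as a block, for the mean r of 0.121 at 4°C, the log2 fold changes of Micu2, Smdt1, Ccdc109b and Slc8b1 at 4°C were -0.10, 0.10, -0.36 and 0.71 (limma, adjusted p = 0.974, 0.839, 0.939 and 0.234).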

Besides *Mcu,* we identified three genes that were differentially expressed by genotype at both RT and 4°C: ELMOD2, TBC1D9, and GSTA3, all of which are upregulated in BAT-Mcu-KO BAT (STAR Methods). 

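Called by limma at both temperatures and in the same direction were 3 genes, Mcu, Elmod2 and Gsta3. Elmod2 had a normalized count of 351 ± 64.7 (SD, n = 6) in control and 791 ± 128 (SD, n = 6) in BAT-Mcu-KO mice at RT, a log2 fold change of 1.18 (SE 0.20, adjusted p = 0.0113, limma with Benjamini-Hochberg adjustment). At 4°C it had 1124 ± 321 (SD, n = 5) and 2690.3 ± 943 (SD, n = 6), a log2 fold change of 1.22 (SE 0.21, adjusted p = 0.0151, limma). It was above every control mouse in 6 of 6 BAT-Mcu-KO mice at RT and in 5 of 6 at 4°C. Gsta3, on chromosome 1 from 21240589 to 21265661, had a normalized count of 32.0 ± 6.33 in control and 122 ± 77.0 in BAT-Mcu-KO mice at RT and of 29.03 ± 5.48 and 82.6 ± 17.2 at 4°C. Its log2 fold change was 1.74 at RT (SE 0.25, adjusted p = 0.00131, limma) and 1.47 at 4°C (SE 0.26, adjusted p = 0.0151), and each of the 6 BAT-Mcu-KO mice was above every control mouse at both temperatures. Gm28836 overlaps Gsta3, and reads on sequences shared with its paralogs were not counted if they mapped more than once.

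Tbc1d9 had a normalized count of 22.4 ± 8.60 in control and 52.5 ± 12.1 in BAT-Mcu-KO mice at RT, a log2 fold change of 1.24 (SE 0.22, adjusted p = 0.0146, limma) that placed 5 of 6 BAT-Mcu-KO mice above every control mouse. At 4°C it had 108 ± 34.8 and 202 ± 33.3, a log2 fold change of 0.93 (SE 0.23) with an adjusted p of 0.215 (limma), and 6 of 6 BAT-Mcu-KO mice were above every control mouse. The DESeq2 Wald test on the whole reads called Tbc1d9 at 4°C (adjusted p = 0.00788, over the alternatives 0.00788 to 0.263), and by that test 5 genes were changed at both temperatures, Mcu, Elmod2, Gsta3, Tbc1d9 and Tram2. With edgeR only Mcu and Elmod2 were changed at both temperatures, and with only the 2 compared groups in the fit only Mcu and Gsta3. With the replicate number as a block, for the mean r of 0.121 at 4°C, the log2 fold changes of Elmod2, Gsta3 and Tbc1d9 at 4°C were 1.31, 1.51 and 0.98 (limma, adjusted p = 0.00186, 0.0437 and 0.157). Gm10645 and Gm17999 overlap Tbc1d9.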

*Elmod2* and *Tbc1d9* are located in close proximity to *Ucp1* in the mouse genome and are likely overexpressed due to their presence in the UCP1-Cre transgene. 

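In GRCm38, Tbc1d9 lies on chromosome 8 from 83165352 to 83272934 on the plus strand, Ucp1 follows from 83290352 to 83298452 on the plus strand, and Elmod2 lies from 83312632 to 83332486 on the minus strand. No other tested gene lies between them. Within 5 Mb of Ucp1 there were 89 tested genes, of which 2, Elmod2 and Tbc1d9, were among the 15 genes changed by genotype at either temperature. Among the 13761 genes with a known position, Fisher's exact test gave p = 0.00411. The window was set around Ucp1 because the paper had found this pair of genes there in the same data, so the p-value is no independent evidence. In a window of 1 Mb the numbers were 2 of 33 genes (Fisher's exact p = 0.000574), and with a threshold of 0.2 on the adjusted p, under which 28 genes were changed, Fisher's exact p for the 5 Mb window was 0.0140. The other 87 genes of the 5 Mb window had log2 fold changes from -1.06 to 0.93 at RT and from -0.79 to 1.51 at 4°C. Their smallest adjusted p was 0.451 at RT and 0.324 at 4°C (limma), and 6 and 10.0 of them had a p under 0.05 before adjustment. Of the 22 chromosomes tested one by one, an excess of changed genes was not shown for any (smallest adjusted p = 0.996, Fisher's exact test with Benjamini-Hochberg adjustment). Chromosome 1 held 3 of them among 957 tested genes (unadjusted p = 0.0815), and with 15 changed genes in all such a test finds only a strong excess.

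**Figure D1:**
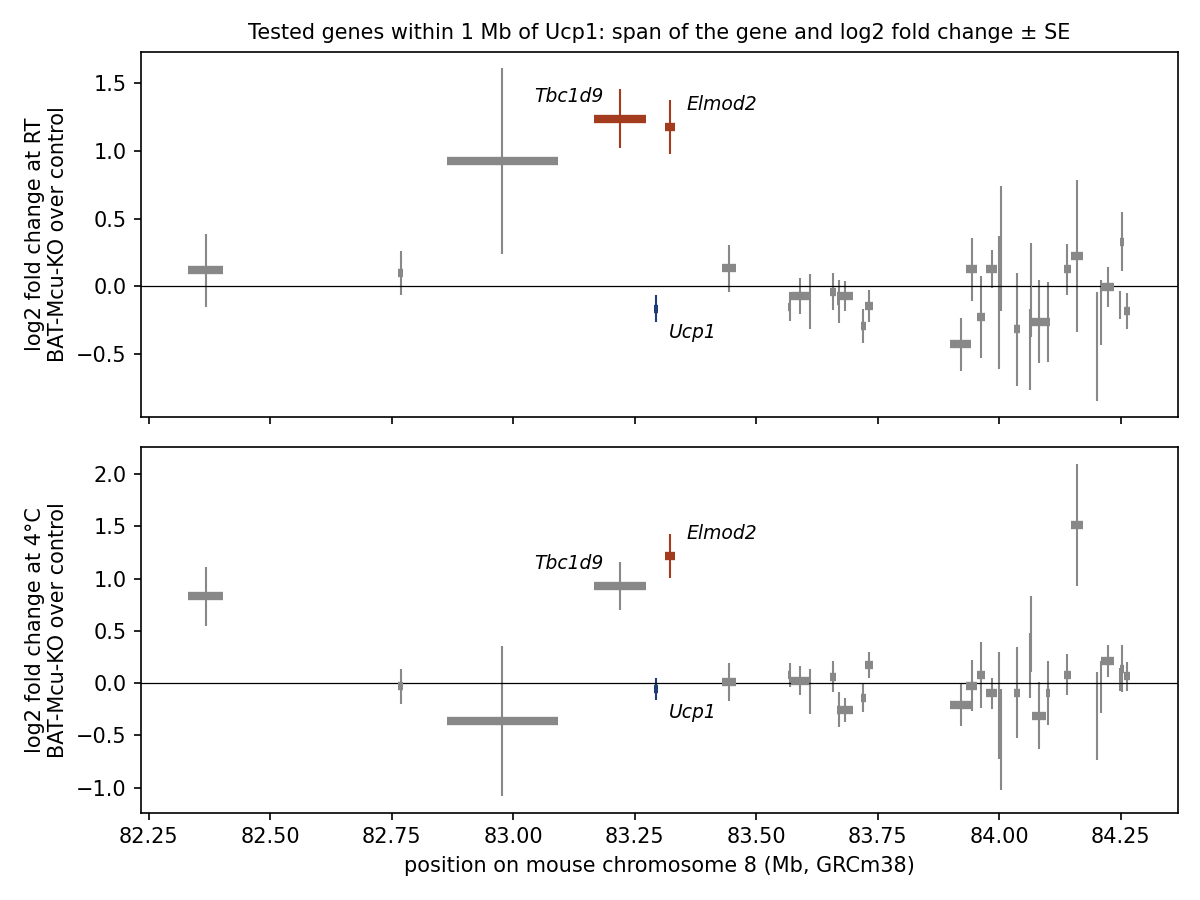
Log2 fold change by genotype (BAT-Mcu-KO against control, y axis, with SE) of the tested genes within 1 Mb of Ucp1, each drawn as a bar over its position on chromosome 8 of GRCm38 in Mb (x axis), at RT in the upper panel and at 4°C in the lower panel. Genes with an adjusted p under 0.05 (limma) are red, Ucp1 is blue and the other genes are grey. Tbc1d9 (1.24) and Elmod2 (1.18) are red at RT, and Elmod2 (1.22) is red at 4°C.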

*Gsta3* encodes a cytosolic enzyme that participates in the biosynthesis of steroid hormones (Johansson and Mannervik, 2001; Raffalli-Mathieu et al., 2008). Its significance in brown fat and its connection to mitochondrial calcium homeostasis are unclear.

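Between RT and 4°C, limma with Benjamini-Hochberg adjustment called 6735 genes changed in control mice, 3269 higher and 3466 lower at 4°C, and 6349 in BAT-Mcu-KO mice, 3136 higher and 3213 lower. With a change of at least 2-fold required as well, 2489 genes remained in control mice (1090.0 higher and 1399 lower), or 16.99% of the 14651 genes. In BAT-Mcu-KO mice 2170.0 remained (938 higher and 1232 lower), or 14.8%. At least 2-fold in both genotypes changed 11.1% of genes, and in either genotype 20.7%. The percentages moved most with a pseudocount of 10.0, to 10.8% in control and 9.11% in BAT-Mcu-KO mice. Scaling each library to its 75th percentile shifted the median log2 fold change of all genes in control mice from -0.02 to -0.13, and genes higher at 4°C were then 38.2% of the changed genes against 48.5%. The paper's methods describe mice at 4°C as housed singly, without bedding and, unless stated otherwise, without food. For the RNA sequencing they do not state whether the mice at RT had food. Changes called by cold here may therefore include effects of food and housing.

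The gene with the smallest p in both genotypes was Per3, on chromosome 4 from 151003652 to 151044665, whose normalized count fell from 2215 ± 263 (SD, n = 6) to 283 ± 47.4 (SD, n = 5) in control mice. Its log2 fold change was -2.97 (SE 0.10, adjusted p = 3.7e-17, limma) in control and -2.71 (SE 0.09, adjusted p = 1.2e-16) in BAT-Mcu-KO mice. Adck3 (-2.39 and -2.45), Klhdc7a (-4.85 and -5.17) and Rasl12 (-3.11 and -2.95) were also lower at 4°C in control and BAT-Mcu-KO mice, and Adam12 (2.61 and 2.52) was higher, each with an adjusted p of at most 4.2e-13 (limma). In control and BAT-Mcu-KO mice, Chka (2.76 and 2.12), Eif1a (2.23 and 1.82), Plk3 (6.02 and 5.54), Them4 (1.62 and 1.90), Tnfrsf1a (1.62 and 1.60) and Cend1 (4.01 and 4.25) were higher, with adjusted p-values of at most 7.8e-12 (limma). Hcar1 (-4.68 and -4.42), Tspan18 (-2.70 and -2.74), A530016L24Rik (-3.73 and -3.71) and Aplnr (-4.75 and -4.06) were lower, and Cldn1 (5.67 and 5.42) and 3930402G23Rik (4.48 and 5.25) were higher, with adjusted p-values of at most 2.1e-09 (limma).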

In stark contrast to the mild effect of genotype, we found that over 15% of detected genes were significantly up or downregulated by at least 2-fold between RT and 4°C (Figures 3D and 3F). 

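Principal components were computed over the 23 samples from log2(normalized count + 1) of the 14651 genes, each centred and scaled to SD 1. The first component held 34.9% of the variance and the second 7.86%. On the first, control mice had scores of -67.2 ± 11.4 (SD, n = 6) at RT and 79.3 ± 7.90 (SD, n = 5) at 4°C, and BAT-Mcu-KO mice -65.1 ± 10.3 (SD, n = 6) at RT and 66.2 ± 12.4 (SD, n = 6) at 4°C. The highest score at RT was -47.8 and the lowest at 4°C was 51.6, a gap larger than the spread within any group. The genotypes differed on this component by -13.1 at 4°C (exact permutation test, two-sided, p = 0.0736) and by 2.02 at RT (exact p = 0.749). At 4°C this is more than the SD of either group, though the scores overlapped (68.7 to 88.5 in control, 51.6 to 83.6 in BAT-Mcu-KO mice). With so few mice neither a difference nor its absence is shown. On the second component no group stood apart, and control mice at RT alone ranged from -59.7 to 70.8. The share of the first component moved most, to 41.7%, when only genes with a mean normalized count of 50.0 or more were used.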

Principal component analysis (PCA) yielded robust clustering of samples by temperature along the first principal component axis, confirming just how pervasive and strong the thermogenic gene expression program is (Figure 3C). 

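Genes were ranked by the absolute loading on the first component. Ppargc1a (PGC1A) ranked 20.0 with a correlation of r = 0.984 between its level and the component over the 23 samples, Dio2 ranked 35 (r = 0.981) and Ucp1 ranked 156 (r = 0.967) of 14651 genes. The loadings were close together, at 0.0138, 0.0137 and 0.0135, and 1287 genes had an absolute r above 0.9. The rank of Ucp1 corresponds to the top 1.07% of genes. With each mouse left out in turn it lay between 88 and 211, that of Ppargc1a between 5 and 25 and that of Dio2 between 17 and 44. Without scaling of the genes, which gives genes with large changes more weight, Ucp1 ranked 1118, Ppargc1a 18 and Dio2 8.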

*Pgc1a, Dio2,* and *Ucp1* all scored within the top 100 genes in the loading of principal component 1 (STAR Methods).

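Among the genes higher at 4°C, ordered by their p-value in limma, Atf4 ranked 3 in control mice and 7 in BAT-Mcu-KO mice. Its normalized count rose from 609.9 ± 59.2 (SD, n = 6) to 2992 ± 137 (SD, n = 5) in control mice, a log2 fold change of 2.297 (SE 0.11, adjusted p = 3.9e-14, limma with Benjamini-Hochberg adjustment). In BAT-Mcu-KO mice it rose from 515 ± 54.7 (SD, n = 6) to 1922 ± 355 (SD, n = 6), a log2 fold change of 1.88 (SE 0.10, adjusted p = 5.9e-13, limma). Every mouse at 4°C, with 1417 or more, was above every mouse at RT, with 695 or less. With only the 2 compared groups in the fit, the rank was 3 in control and 46 in BAT-Mcu-KO mice. In the authors' deposited table, ordered the same way, Atf4 ranked 2 in control and 52 in BAT-Mcu-KO mice.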

When we sorted the genes enriched at 4°C in order of significance, we found that the transcription factor ATF4 was among the top 10 most significantly enriched genes in control and Mcu-KO BAT (Figure 3F) (Han et al., 2013). ATF4 is a highly studied molecule that orchestrates the integrated stress response (ISR), a gene expression program activated in response to a wide variety of perturbations including endoplasmic reticulum (ER) unfolded protein stress, amino acid or glucose deprivation, and severe hypoxia (Han et al., 2013; Harding et al., 2003; Pakos-Zebrucka et al., 2016). To investigate whether the canonical ISR was induced by cold in our experiment, we performed gene set enrichment analysis (GSEA) to identify hallmark gene sets and promoter motifs enriched at 4°C compared to RT (Mootha et al., 2003; Subramanian et al., 2005). The hypoxia and unfolded protein response hallmark gene sets, both of which contain reported ATF4 targets (Bao et al., 2016; Han et al., 2013), were significantly enriched in both control and BAT-Mcu-KO mice (Figure 3G), as were all four motifs annotated as binding to ATF4 or its downstream target ATF3 (Figure 3H).

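The hallmark and promoter motif sets were not used here. In their place limma's camera test, with an inter-gene correlation of 0.01, was run on the Reactome sets for the unfolded protein response (13 of 20.0 genes tested) and the cellular response to hypoxia (20.0 of 25 genes tested), and on the ISR genes that the paper measures by qPCR with the cytokines (9 of 10.0 tested, without Gdf15). Adjusted over 16 tests of 4 sets and 4 contrasts by the Benjamini-Hochberg method, the hypoxia set had an adjusted p of 0.122 by limma's camera in control mice (unadjusted 0.0306, median log2 fold change 0.08) and 0.146 in BAT-Mcu-KO mice (unadjusted 0.0456, median 0.37), with 14 of its genes higher in the cold in each genotype. The unfolded protein response set had adjusted p = 0.312 in control mice (camera, unadjusted 0.156, median log2 fold change 0.17) and 0.235 in BAT-Mcu-KO mice (unadjusted 0.0903, median 0.17), with 9 genes higher in each. Over the ISR genes the adjusted p was 1.1e-07 in control mice (camera, median log2 fold change 2.44) and 3.2e-05 in BAT-Mcu-KO mice (median 1.88), with 9 of 9 genes higher in each. With the inter-gene correlation estimated from the data, which moved these p-values most, they were 0.00258 and 0.0129. The paper turned to the ISR after Atf4 stood out in these same data, and the other genes may have been chosen with these values known. Tests by cold of this list, or of a score made from it, are therefore no independent evidence that the ISR rises. The paper's qPCR of several ATF4 targets used another cohort.

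An ISR score was computed for each mouse as the mean log2(normalized count + 1) of the 9 genes Atf4, Atf3, Mthfd2, Cbs, Cth, Trib3, Vegfa, Asns and Fgf21. In control mice it was 5.75 ± 0.14 (SD, n = 6) at RT and 8.42 ± 0.14 (SD, n = 5) at 4°C, a rise of 2.67 (exact permutation test, two-sided, p = 0.00216, the smallest p these groups allow). In BAT-Mcu-KO mice it was 6.04 ± 0.22 (SD, n = 6) at RT and 7.76 ± 0.31 (SD, n = 6) at 4°C, a rise of 1.72 (exact p = 0.00216). Over the 5 comparisons of this score, both adjusted p-values were 0.00361. With each gene scaled to SD 1, the rise was 2.02 in control and 1.26 in BAT-Mcu-KO mice, in units of SD that cannot be set against log2 values. With a pseudocount of 10.0 the log2 rise in control mice was 2.13.

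**Figure D2:**
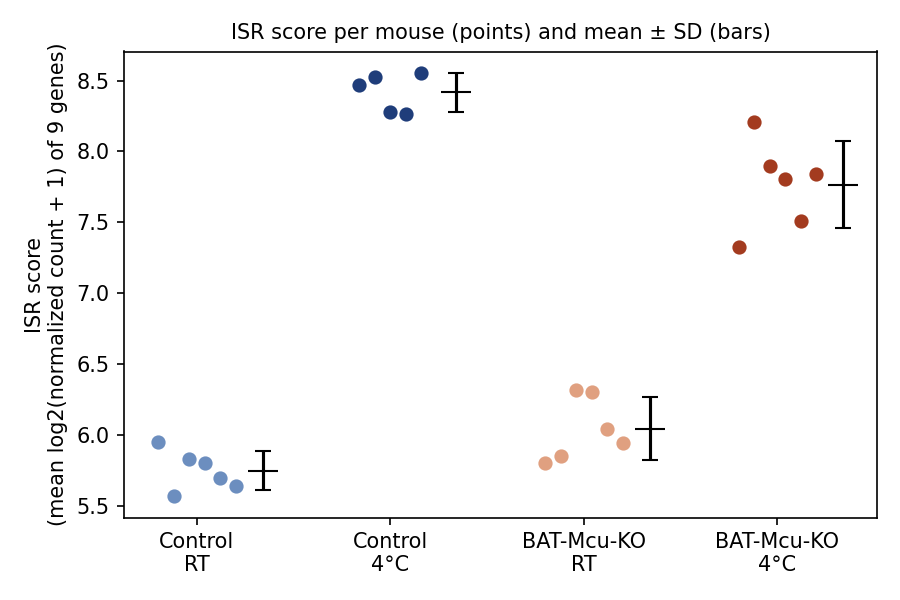
ISR score per mouse, the mean log2(normalized count + 1) of 9 genes (y axis), for control and BAT-Mcu-KO mice at RT and 4°C (x axis). Points are mice and bars are the mean ± SD of each group. All mice at 4°C (7.33 to 8.55) lie above all mice at RT (5.57 to 6.32).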

### Cold Induces the ATF4-Associated Integrated Stress Response in BAT

In order to validate that the canonical ISR is operative in BAT at 4°C, we first confirmed that several ATF4 target genes were robustly upregulated by cold in an independent cohort of mice (Figure 4A). We additionally found that treatment of differentiated immortalized brown adipocytes with NE induced both uncoupled respiration and upregulation of ATF3 within 4 hours, suggesting that adrenergic stimuli may induce the ISR in a cell-autonomous manner (Figures S3A–S3D).

ATF4 is acutely regulated at the translational level by the initiation factor eIF2α, which is itself activated upon phosphorylation by one of four protein kinases (for review, see Pakos-Zebrucka et al., 2016). Although the phosphorylated form of eIF2α broadly represses translation initiation, it also promotes skipping of a uORF in the ATF4 mRNA, leading to increased translation of the main coding region and rapid accumulation of ATF4 protein (Dey et al., 2010; Vattem and Wek, 2004). Consistently, we found that cold exposure led to accumulation of ATF4 at the protein level (Figure 4B). Interestingly, ATF4 accumulation was suppressed when mice were given *ad libitum* access to food over the course of the cold exposure period, regardless of whether animals were fasted beforehand (Figures S4A and S4B).

What purpose does cold induction of the ISR serve in BAT? To address this question, we noted that two genes known to be induced as part of the ISR are the cytokines FGF21 and GDF15 (Jousse et al., 2007; Khan et al., 2017; Kim et al., 2013). Both cytokines have been demonstrated to promote glucose tolerance, insulin sensitivity, resistance to diet-induced obesity, and upregulated expression of lipolysis and beta-oxidation genes in white and beige fat (Chrysovergis et al., 2014; Chung et al., 2017; Kharitonenkov et al., 2005; Kim et al., 2013; Fisher et al., 2012; Xiong et al., 2017). Furthermore, cold exposure has been shown to induce FGF21 transcription in BAT after 4–6 h and a 2-fold rise in circulating FGF21 levels after 24 h, raising the possibility that FGF21 may mediate the pleiotropic effects of BAT on systemic metabolism (Chartoumpekis et al., 2011; Hondares et al., 2011). We reasoned that, if ISR activation in BAT serves such a purpose, then both circulating FGF21 and GDF15 should be raised after 6 h of cold exposure. Indeed, we found that circulating FGF21 and GDF15 levels increased by nearly 5-fold and 2-fold, respectively (Figure 4C). To our knowledge, cold-induction of circulating GDF15 has not previously been reported. In order to determine whether any tissues besides BAT secrete significant quantities of FGF21 and GDF15 during cold exposure, we measured transcript levels of these and other ISR target genes in a panel of tissues known to be physiological sources of either hormone (Estall et al., 2009; Kempf et al., 2006; Khan et al., 2017) (Figure S4C). Among the tissues examined, BAT demonstrated by far the strongest transcriptional upregulation of FGF21 and GDF15. While we cannot rule out the possibility that other tissues contribute to the circulating FGF21 and GDF15 pools during cold exposure, these results suggest that the increase in both hormones may be primarily attributable to their production in BAT. Collectively, our observations indicate that the ISR may support many of the endocrine functions of BAT implicated in modulating systemic metabolism; furthermore, in addition to FGF21, thermogenic BAT may serve as an important physiological source of GDF15.

## DISCUSSION

The current study indicates that the mitochondrial calcium uniporter is largely dispensable for BAT bioenergetics: the mouse model we used completely lacks uniporter activity in BAT, but displays no obvious abnormalities in cold tolerance, diet-induced obesity, BAT PDH phosphorylation, or BAT transcriptome-wide gene expression at baseline or in response to acute cold challenge. 

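The difference of the cold response between the genotypes was tested gene by gene as the interaction of genotype and temperature. Of 14651 genes, limma called 0 (smallest adjusted p = 0.700 with Benjamini-Hochberg adjustment), while 878 had a p under 0.05 before adjustment. The DESeq2 Wald test on the whole reads, the alternative that moved this count most, called 28 genes. The authors' deposited table of their own Wald test also holds 28 genes with an adjusted p under 0.05 for the interaction. Across genes, which are not independent replicates, the log2 fold changes by cold in control and BAT-Mcu-KO mice had a Pearson r of 0.830. Of 5093 genes changed by cold in both genotypes, 5092 changed in the same direction. Over genes with a mean normalized count of 50.0 or more, r was 0.909, and with the fold changes of DESeq2 it was 0.71003.

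For the ISR score, the mean level of 9 ISR genes, the rise by cold was smaller in BAT-Mcu-KO than in control mice by a log2 difference of -0.95 (permutation of genotype within temperature, p = 9.0e-05, adjusted over 5 comparisons 0.00045). At 4°C the score was lower in BAT-Mcu-KO mice by a difference of -0.65 (exact permutation test, p = 0.00433, adjusted 0.00541), and at RT it was higher by 0.29 (exact p = 0.0195), where limma's camera gave the list an adjusted p of 0.235 and 0 of the 9 genes were changed over the list. With same-numbered mice as blocks, for the mean r of 0.121 at 4°C, the interaction was -0.96 and the difference at 4°C -0.67, each with an exact p of 0.0625, the smallest that 5 pairs allow. Limma's camera gave the same list an adjusted p of 8.7e-09 at 4°C without the block and 4.6e-08 with it. Adjusted over the 9 genes alone, 8 differed by genotype at 4°C, Cbs being higher and the others lower, against 2 over all genes tested (Atf4 and Mthfd2). For the interaction the numbers were 6 and 0. The DESeq2 Wald test on the whole reads called Mthfd2 for the interaction (adjusted p = 0.0158), and edgeR's quasi-likelihood test did not (adjusted p = 0.138). Of the 9 genes, Atf4, Atf3 and Mthfd2 were listed by the paper as changed by genotype on these same data, so for them the first number shows no stability. Without them the interaction was -0.74 (permutation p = 0.00122).

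From the transcriptome together with cold tolerance, diet-induced obesity and PDH phosphorylation, in none of which it found an obvious abnormality, the paper takes the uniporter to be largely dispensable for BAT bioenergetics, and it does not exclude subtle effects.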

Although not the goal of the current study, examining the global gene expression response to cold led us to identify a robust induction of the ISR in BAT in wild type animals. 

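In control mice, 9 of the 9 ISR genes tested were higher at 4°C than at RT by limma with Benjamini-Hochberg adjustment, both over all genes and over this list alone. The largest log2 fold changes were those of Atf3 at 5.49 (SE 0.37, adjusted p = 1.2e-11), Fgf21 at 5.29 (SE 0.62, adjusted p = 1.6e-07), Cth at 2.91 (SE 0.25, adjusted p = 8.1e-10) and Mthfd2 at 2.85 (SE 0.30, adjusted p = 2.1e-08), all from limma. The normalized count of Atf3 rose from 9.55 ± 4.89 (SD, n = 6) to 452 ± 185 (SD, n = 5), that of Cth from 40.1 ± 9.62 to 316 ± 105 and that of Mthfd2 from 28.2 ± 10.2 to 209 ± 78.6. Cbs rose by 2.44 (SE 0.51, adjusted p = 0.000335, limma) at a low level, from 6.64 ± 6.16 to 34.3 ± 15.7. Trib3 rose by 1.55 (SE 0.20, adjusted p = 6.2e-07, limma), Vegfa by 0.82 (SE 0.15, adjusted p = 8.0e-05) and Asns by 0.38 (SE 0.11, adjusted p = 0.00459). Asns, with the smallest change, was the only one of these whose adjusted p passed 0.05 under an alternative, reaching 0.0618. In BAT-Mcu-KO mice 8 of the 9 were higher at 4°C over all genes and over the list, and Asns (log2 fold change 0.11, SE 0.10, adjusted p = 0.405, limma) was not. The paper came to these genes through Atf4 in the same data, so the counts are no independent evidence.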

While determining the full functionality of the ISR in thermogenic BAT is beyond the scope of this study, we speculate that it may support the endocrine role of BAT by strongly inducing secretion of cytokines such as FGF21 and GDF15.

The uniporter has already been demonstrated to support exercise tolerance in skeletal muscle and sympathetic contractility stimulation in heart, both of which are highly energy-demanding processes linked to adrenergic signaling (Kwong et al., 2015; Luongo et al., 2015; Pan et al., 2013). Given that non-shivering thermogenesis is another such process, combined with the fact that a previous study identified the uniporter current to be extremely high in BAT (Fieni et al., 2012), we were surprised to discover the minimal role of the uniporter in BAT bioenergetics.

The study of various MCU knockout models has implicated a crucial role for genetic background in unmasking uniporter-associated phenotypes. The most dramatic example is, of course, the embryonic lethality of inbred full-body MCU knockout mice compared with the mild phenotype of the CD1 MCU knockout model (Murphy et al., 2014). Because we observed that MCU knockout results in complete ablation of uniporter activity in BAT, it is clear that the function of MCU is non-essential in this tissue on the C57BL/6 background.

While the uniporter is thought to mediate the only rapid mitochondrial calcium uptake pathway, it is certainly not the only means by which mitochondrial calcium influx can occur. For example, a mechanism that can theoretically sustain mitochondrial calcium homeostasis in the absence of uniporter function is reversal of the IMM sodium-calcium exchanger, NCLX, which ordinarily serves as the primary mitochondrial calcium efflux pathway (De Marchi et al., 2014; Palty et al., 2010). NCLX reversal may therefore play a greater role in mitochondrial calcium homeostasis than the uniporter in thermogenic BAT.

It is noteworthy that PDH is acted upon by two phosphatases: PDP1 and PDP2, the latter of which is calcium-insensitive (Huang et al., 1998). 

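Pdp1 lies on chromosome 4 of GRCm38 from 11958184 to 11966452 and Pdp2 on chromosome 8 from 104591451 to 104599026. Over the 12 mice at RT, both genotypes together, the normalized count was 100.3 ± 24.3 (SD) for Pdp1 and 1353 ± 216 (SD) for Pdp2. The ratio of these means was 13.5, and the ratio in single mice ranged from 8.72 to 21.2 with an SD of 4.16. Over the 11 mice at 4°C, Pdp1 was 126 ± 15.7 (SD) and Pdp2 was 2711 ± 431 (SD), a ratio of means of 21.5. In single mice it ranged from 15.6 to 33.1 with an SD of 5.31. In control mice alone the ratio was 15.5 at RT and 22.5 at 4°C, and in BAT-Mcu-KO mice 11.9 and 20.8. Pdp1 had 54 to 172 reads per mouse. Counts were not divided by gene length. Per kilobase of annotated exons (4507 bp for Pdp1 and 5692 bp for Pdp2), the alternative that moved the ratio most, it was 10.7 at RT and 17.04 at 4°C. Pdp2 rose with cold by a log2 fold change of 0.90 in control mice (SE 0.13, adjusted p = 2.4e-06, limma with Benjamini-Hochberg adjustment) and 1.10 in BAT-Mcu-KO mice (SE 0.12, adjusted p = 6.2e-08). The change of Pdp1 was 0.37 (SE 0.16, adjusted p = 0.0614, limma) and 0.32 (SE 0.15, adjusted p = 0.102).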

Previous studies (Su et al., 2002) and our own RNA sequencing (RNA-seq) data indicate that in BAT, PDP2 is over 10-fold more abundant than PDP1 at RT, and over 20-fold more abundant at 4°C (STAR Methods). It is therefore reasonable to expect that calcium exerts relatively little control over the PDH phosphorylation state in BAT, consistently with our results (Figures 2E and 2F).

Given that BAT mitochondria contain substantially less MCU and EMRE protein than skeletal muscle mitochondria (Figures S1A and S1B), it is unclear why Fieni et al. (2012) observed that mitoplasts from these two tissues harbor equally high current densities. Notably, the BAT mitoplasts used for patch clamp experiments in this study were isolated from mice lacking UCP1, suggesting that the high uniporter current density in BAT may be specific to this genotype; indeed, a recent quantitative proteomics study demonstrated that MCU, EMRE, MICU1, and MICU2 are all upregulated by ~2-fold in UCP1 knockout BAT (Kazak et al., 2017).

Importantly, an additional use for the BAT-Mcu-KO model that we have not yet explored is to examine the role of MCU in beige fat, a UCP1-expressing cell type dispersed primarily throughout the inguinal fat pad (Wu et al., 2012). Unlike interscapular BAT, the abundance of beige fat is relatively low at room temperature and is strongly increased following multi-day cold exposure (Young et al., 1984) or chronic, repeated administration of a β_3_-adrenergic agonist (Bertholet et al., 2017). Recent studies have identified multiple UCP1-independent pathways by which beige, but not brown, adipocytes can generate heat (Bertholet et al., 2017; Kazak et al., 2015), including futile cycling of calcium across the endoplasmic reticulum membrane (Ikeda et al., 2017); it is thus conceivable that MCU plays a substantive role in this tissue’s bioenergetics despite its dispensability in BAT.

An unexpected finding from our work is that cold powerfully induces the ATF4-dependent ISR in BAT. Relatively few studies have addressed the dynamics and functional significance of the ISR in this tissue (Bettaieb et al., 2012; Liu et al., 2017; Mamady and Storey, 2008; Sekine et al., 2016; Seo et al., 2009; Wang et al., 2010, 2013), and the interplay between the ISR and the thermogenic gene program is poorly understood. One recent study showed that mice lacking the mitochondrial Ser/Thr-specific protein phosphatase PGAM5 have increased levels of phospho-eIF2α and FGF21 in BAT following a 12-h fast and 3–6 h cold exposure; cold-induction of FGF21 mRNA was also blunted by treatment with ISRIB, which blocks the downstream effects of eIF2α phosphorylation (Anders and Huber, 2010; Sekine et al., 2016). Interestingly, while fasting plus cold also induced FGF21 transcription in wild type BAT, only an ~2-fold change in FGF21 mRNA was observed relative to fasted mice at RT. Our study validates and extends this finding by showing that acute cold exposure induces ATF4 protein accumulation, reproducibly engages the full ISR at a genome-wide level, and leads to a rapid and substantial increase of FGF21 and GDF15 in the circulation. We have also shown that fasting animals prior to cold exposure is not necessary for induction of the ISR in BAT, although feeding during cold exposure suppresses ATF4 accumulation; this suggests that the ISR is likely to be operative in BAT under normal physiological circumstances, and not just in the controlled setting of a 12-h fast. Furthermore, in our hands, a 6-h cold exposure increases FGF21 mRNA levels in BAT by up to 50-fold (STAR Methods).

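Fgf21 lies on chromosome 7 of GRCm38 from 45613886 to 45615490. In control mice its normalized count was 2.28 ± 2.27 (SD, n = 6) at RT, from 0 to 5 reads per mouse, and 108.9 ± 58.4 (SD, n = 5) at 4°C, from 30.0 to 256 reads. The ratio of the means was 47.7 (exact permutation test on log2(normalized count + 1), two-sided, p = 0.00216). At RT 3 of the 6 control mice were at or under 3 reads, taken as the floor, so this fold rests on a level close to what the depth can show. With each mouse left out in turn it lay between 37.1 and 62.4, and as a ratio of geometric means of the normalized count + 1 it was 39.1. The log2 fold change by limma depended on the pseudocount, with 5.29 at 1, 5.76 at 0.5 and 3.17 at 10.0. In the authors' deposited table the fold is 27. In BAT-Mcu-KO mice the count was 2.71 ± 2.83 (SD, n = 6) at RT, where 5 of 6 mice were at or under the floor, and 26.1 ± 22.9 (SD, n = 6) at 4°C. The ratio was 9.66 (exact p = 0.00433), and between 6.54 and 15.98 with each mouse left out in turn. At 4°C the genotypes differed by a log2 fold change of -2.33 (exact permutation test, p = 0.00866), and the cold responses differed by -2.55 (permutation p = 0.0230). Over all genes tested, the adjusted p was 0.284 at 4°C and 0.780 for the interaction by limma with Benjamini-Hochberg adjustment. Over the alternatives it was 0.0124 to 0.4804 at 4°C, and 1 alternative, the pseudocount of 10.0, called Fgf21. With the replicate number as a block, for the mean r of 0.121 between same-numbered mice at 4°C, the log2 fold change was -2.49 (adjusted p = 0.236, limma).

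**Figure D3:**
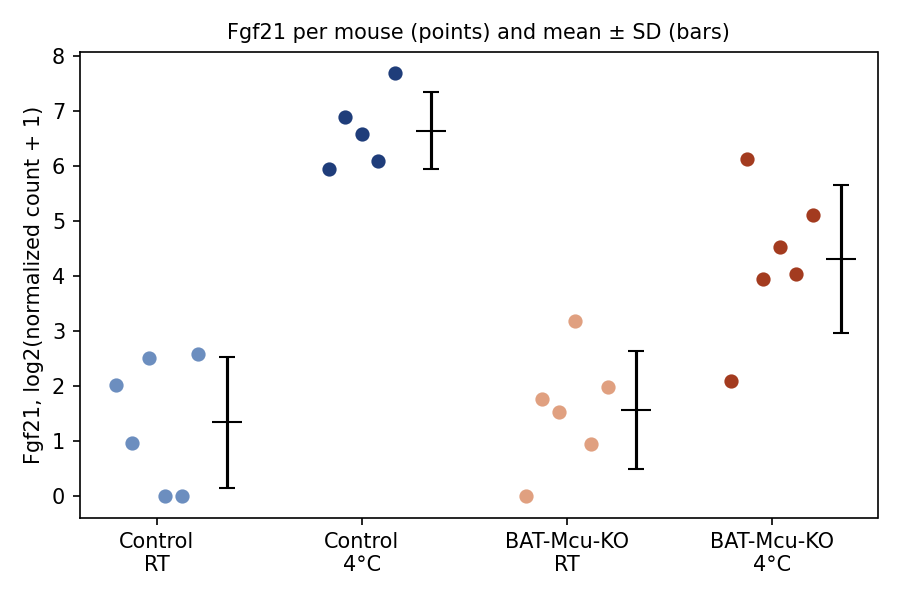
Fgf21 per mouse as log2(normalized count + 1) (y axis) for control and BAT-Mcu-KO mice at RT and 4°C (x axis). Points are mice and bars are the mean ± SD of each group. Control mice at 4°C lie from 5.95 to 7.69 and BAT-Mcu-KO mice at 4°C from 2.10 to 6.12.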

Three other studies have directly explored the connection between ATF4 and BAT thermogenesis, all utilizing a full-body *Atf4* knockout mouse model (Seo et al., 2009; Wang et al., 2010, 2013). Surprisingly, these mice are smaller and have a lower body fat percentage than wild type mice; they are more insulin-sensitive and have higher resting energy expenditure both on chow and high-fat diets; they better maintain core body temperature during a 3-h cold challenge; and they exhibit mild upregulation of UCP1, PGC1A, select lipolysis genes, and select b-oxidation genes in BAT. One of these studies examined gene expression in wild type mice in response to a 7-h cold challenge and surprisingly found ATF4 levels to slightly decrease at 4°C (Wang et al., 2013). The same study proposed a model in which ATF4 displaces the cAMP-responsive transcription factor CREB from the PGC1A promoter, thereby repressing cold-induced PGC1A upregulation. Our results show that ISR activation in response to cold is highly dependent on the presence or absence of food (Figures S4A and S4B); this or other environmental factors may explain the discrepancy in ATF4 dynamics between the aforementioned study and ours.

Further work will be required to fully understand the interplay between the ISR, ATF4, FGF21, GDF15, and the thermogenic gene program in BAT. Additional studies will also be required to precisely delineate the conditions under which the ISR is activated by cold in BAT, particularly given that this effect is highly dependent on feeding status (Figures S4A and S4B). Notably, ATF4 signaling is also upregulated in multiple cellular and animal models of mitochondrial dysfunction (Bao et al., 2016; Quirós et al., 2017; Tyynismaa et al., 2010), including forced uncoupling via FCCP treatment (Quirós et al., 2017) or ectopic UCP1 expression (Keipert et al., 2014; Ost et al., 2015). Consistently, both FGF21 and GDF15 have emerged as promising blood biomarkers for human mitochondrial disorders (Davis et al., 2013; Lehtonen et al., 2016; Montero et al., 2016; Yatsuga et al., 2015). Future efforts to decipher the mechanism and physiological consequences of cold-induced ATF4 signaling in BAT may therefore help elucidate the role of the ISR in mitochondrial disease.

## STAR+METHODS

### CONTACT FOR REAGENT AND RESOURCE SHARING

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, V.K.M. ().

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Mice

Mouse experiments were performed according to procedures approved by the Massachusetts General Hospital Institutional Animal Care and Use Committee. All mice were housed in groups of up to 5 animals in a room temperature facility with 12-hour light and dark cycles, and were provided access to a standard rodent chow diet. B6.FVB-Tg(Ucp1-cre)1Evdr/J (UCP1-Cre) mice described in Kong et al. (2014) were obtained from The Jackson Laboratory. All experimental animals were obtained by breeding MCU[fl/fl] mice with MCU[fl/fl];UCP1-Cre mice to yield a 1:1 ratio of progeny harboring zero or one copy of the UCP1-Cre transgene. Each experiment was performed using sex- and age-matched mice; animals used for cold tolerance and RNA-seq experiments were males at 8–12 weeks of age.

### METHOD DETAILS

#### Generation of MCU^fl/fl^ Mouse Line

BAC RP23–371B1 was purchased from BacPac Resources and was modified to flank exon 2 of *Mcu* with LoxP sites using recombineering as described (Sharan et al., 2009). ES cells from a mixed genetic background (129/BL6) were injected with the modified BAC (Figure S2) in the Beth Israel Deaconess Medical Center Transgenic Core Facility. Neomycin resistant ES cells were further screened with PCR and Southern blotting. ES cells with correct targeting were used to generate MCU^*fl/fl*^ mice. MCU^*fl/fl*^ mice were then crossed with wild-type C57BL/6J until ~95% background homogeneity was achieved by single nucleotide polymorphism (SNP) analysis (The Jackson Laboratory).

#### Isolation of Mouse Tissue Mitochondria

Crude mitochondria isolation was performed essentially as described by Fieni et al. (2012), with all steps performed at 0–4°C and BAT harvested from the interscapular region. Briefly, mice were sacrificed by CO_2_ asphyxiation followed by cervical dislocation. Tissues were dissected immediately, rinsed briefly in ice-cold PBS, and immersed in 10mL ice-cold isolation buffer (250mM sucrose, 10mM HEPES, 1mM EGTA, pH 7.25 with KOH). Tissues were then finely minced and homogenized with six slow strokes of a Potter-Elvehjem homogenizer rotating at 280 (liver) or 600 (brown adipose tissue, skeletal muscle, kidney, heart) rpm. To increase mitochondrial yield, the homogenate was centrifuged at 700*g* for 5 mins, and the resulting nuclear/unbroken cell pellet was resuspended in the same supernatant and homogenized again as above. The homogenate was then centrifuged at 700*g* for 10 mins, and the supernatant was collected and centrifuged at 8,500*g* for 10 mins. The resulting mitochondrial pellet was rinsed with 1mL isolation buffer and resuspended in 5mL isolation buffer. The 700*g* and 8,500*g* centrifugation steps were then repeated, and the resulting mitochondrial pellet was resuspended in approx. 200 μL isolation buffer. Mitochondrial protein content was measured by lysing a small sample in RIPA buffer and performing a Bradford assay.

#### Cold Exposure and Body Temperature Measurements

Age and sex-matched animals were individually housed at 4°C for up to six hours in pre-cooled cages without bedding, with *ad libitum* access to pre-cooled water. Animals at 4°C did not have access to food unless otherwise indicated; if food was provided, it was pre-cooled to 4°C overnight. Body temperature was measured rectally at indicated time points using a Physitemp BAT-12 thermometer outfitted with a RET-3 probe. All animals used for cold tolerance and RNA-seq experiments were males at 8–12 weeks of age.

#### High Fat Diet

Age and sex-matched animals at 6–10 weeks of age were housed with 1–2 animals per cage, and standard chow was replaced with a diet containing 60% kcal from fat (Research Diets formula D12492). Animal weights and average food intake were measured by hand twice weekly at approx. the same time of day.

#### BAT Mitochondrial Calcium Uptake Measurements

BAT mitochondrial calcium uptake measurements were performed according to Al-Shaikhaly et al. (1979). 30 mg of crude BAT mitochondria in isolation buffer was centrifuged at 8,500g for 10 mins at 4°C, and the resulting pellet was resuspended in 150 μL calcium uptake buffer (125mM sucrose, 20mM Tris-HCl, pH 7.2 with Tris base) supplemented with 2 μM rotenone, 1mM GDP, 0.1% bovine serum albumin (fatty acid free), and 1 μM membrane impermeable Oregon Green BAPTA-6F. Immediately prior to calcium uptake measurement, the medium was supplemented with 5mM L-glycerol-3-phosphate and mixed by gentle agitation. Fluorescence was monitored with a PerkinElmer Envision plate reader before and after injection of 50 μM CaCl_2_ using FITC filter sets (Ex485/Em535), with a 0.5 s measuring interval. Calcium uptake rates were calculated using the linear fit of uptake curves between 40–60 s.

#### BAT Mitochondrial Oxygen Consumption Measurements

30 μg of BAT crude mitochondria in isolation buffer was centrifuged at 8,500*g* for 10 mins at 4°C, and the resulting pellet was resuspended in calcium uptake buffer (125mM sucrose, 20mM Tris-HCl, pH 7.2 with Tris base) supplemented with 0.1% bovine serum albumin (fatty acid free) and 0.5uM tetramethylrhodamine methyl ester. Mitochondria were then added to a well-stirred cuvette at 25°C to reach 500 μL total volume. At indicated time points 1mM L-glycerol-3-phosphate and 1mM GDP were added. O2 consumption and membrane potential were measured simultaneously using a custom spectrophotometer outfitted with an Ocean Optics benchtop NeoFox-GT phase fluorimeter, as previously described (Gohil et al., 2013).

#### Western Blotting

Animals were sacrificed by CO_2_ asphyxiation followed by cervical dislocation. Tissues were immediately harvested and snap frozen in liquid N_2_. For preparation of protein lysates, 1 BAT depot (or equivalent volume of another tissue) was immersed in approx. 300 μL ice-cold RIPA buffer supplemented with either complete EDTA-free protease inhibitor cocktail or Protease/Phosphatase Inhibitor Cocktail. The tissue was then lysed with two 5mm stainless steel beads using a QIAGEN TissueLyser for 2 mins at 25 Hz. The resulting homogenate was centrifuged for 10 mins at maximum speed at 4°C, and the supernatant was centrifuged a second time to remove residual insoluble material. Protein content of the resulting clarified lysate was determined using a Bradford assay. Appropriate volumes of lysate were boiled for 5 mins in the presence of SDS sample buffer, resolved on Tris-Glycine SDS-PAGE gels, and transferred to PVDF membranes for western blotting. All antibodies used are listed in the key resources table.

#### RNA isolation from BAT

Animals were sacrificed by CO_2_ asphyxiation followed by cervical dislocation, and tissues were immediately harvested and snap frozen in liquid N_2_. Frozen BAT samples were homogenized in 1mL Qiazol per 100mg tissue using the QIAGEN TissueRuptor II. The homogenate was mixed thoroughly with chloroform (1:5 chloroform:homogenate), incubated for 3 mins at room temperature, and centrifuged at 12,000*g* for 15 mins at 4°C, and 100 μL of the resulting aqueous phase was added to 350 μL QIAGEN buffer RLT plus 250 μL of 100% ethanol. The resulting mixture was transferred to a column from the QIAGEN RNeasy Mini Kit, and RNA was purified according to the manufacturer’s protocol.

#### Quantitative Real-Time PCR

RNA was reverse transcribed using the SuperScript III First-Strand Synthesis SuperMix Kit according to the manufacturer’s protocol. Quantitative real-time PCR (qPCR) was performed using TaqMan assays; all probe IDs are listed in the key resources table. Relative gene expression was calculated as 2^−ΔΔCT^, where HPRT was used as the housekeeping gene for normalization.

#### RNA-seq

RNA-sequencing libraries were prepared by the Broad Technology Labs at the Broad Institute based on the Smart-seq2 protocol (Picelli et al., 2014) and sequenced on an Illumina NextSeq 500 instrument to generate 2×25bp paired-end reads. The reads were aligned to the mouse genome (mm10, with gencode M7 annotations) using STAR 2.4.0j (default parameters) (Dobin et al., 2013). Counts of reads uniquely mapping within exonic regions of annotated genes (irrespective of strand) were collated using HTSeq (Anders et al., 2015). 14,651 genes with at least 8 reads mapping to them in at least 6 of the samples were retained for differential expression analysis. This was performed in R using DESeq2 (Love et al., 2014) and the design formula ~Genotype + Temperature + Genotype:Temperature. Where gene expression levels are reported, they represent normalized read counts following application of the estimateSizeFactors function, which implements the median ratio method. Where log2 fold-changes and p values are reported, they represent the result of the Wald test. P values are adjusted with the method of Benjamini-Hochberg. Further data analysis based on the normalized read counts was performed in MATLAB. Gene Set Enrichment Analysis (GSEA) was performed as described in Mootha et al. (2003) and Subramanian et al. (2005). All sequencing results have been deposited in NCBI GEO with the accession number GSE119964.

#### Cytokine assays

Mice were sacrificed by CO_2_ asphyxiation and blood was immediately drawn from the inferior vena cava. To obtain plasma, blood was incubated in EDTA-treated tubes and centrifuged at 14,000rpm for 10 mins at 4°C. FGF21 and GDF15 were measured from plasma samples using R&D Systems Quantikine ELISA Kits MF2100 and MGD150, respectively, according to the manufacturer’s protocols.

#### DE-2–3 cell culture and differentiation

DE-2–3 cells were cultured and differentiated essentially as described in Pan et al. (2009) and Shen et al. (2017). Briefly, cells were passaged in growth media consisting of high glucose DMEM supplemented with 10% fetal bovine serum, penicillin and streptomycin (100 U/mL), and GlutaMAX (2mM). For differentiation, cells were seeded at day −2 in differentiation medium (DM, growth media supplemented with 20nM insulin and 1nM T3) to reach confluence on day 0. On day 0, media was switched to induction media (DM supplemented with 0.5mM IBMX, 0.5 μM dexamethasone, and 0.125mM indomethacin). Media was changed to DM on day 2 and day 4. Cells were considered to be fully differentiated on day 6, and experiments were performed on day 6–9. For oxygen consumption measurements, DE-2–3 cells were differentiated in Seahorse XF24 Cell Culture Microplates, and oxygen consumption rates were measured using a Seahorse XF24 Extracellular Flux Analyzer instrument.

#### Oil Red O Stain

Oil Red O staining was performed as described in Shen et al. (2017), according to the protocol by Lonza. Briefly, 300mg of Oil Red O was dissolved in 100mL of 99% isopropanol to prepare Oil Red O stock solution. 30mL Oil Red O Stock solution was then mixed with 20mL deionized water, incubated for 10 mins at room temperature, and passed through a 0.45 mm filter to yield Oil Red O working solution. Fully differentiated DE-2–3 cells were gently rinsed with sterile DPBS and fixed for 30–60 mins in 10% formalin. The fixed cells were then rinsed with sterile water, incubated in 60% isopropanol for 2–5 mins, and incubated in Oil Red O working solution for 5 mins. The cells were rinsed with water until excess stain was removed, and then incubated for 1 min with hematoxylin counterstain. The cells were then rinsed with water until excess stain was removed, and kept under water prior to and during imaging.

### QUANTIFICATION AND STATISTICAL ANALYSIS

All statistical comparisons for low-throughput data were performed as described in the appropriate figure legends using Microsoft Excel. Significance for Student’s t tests was evaluated using a two-tailed test assuming unequal variances. Statistical analysis of the RNA-seq data was performed as described in the RNA-seq section of the STAR methods.

### DATA AND SOFTWARE AVAILABILITY

#### Software availability

Source codes for the STAR 2.4.0j (Dobin et al., 2013), HTSeq (Anders et al., 2015), and DEseq (Love et al., 2014) software packages are freely available for download through the corresponding references. GSEA and MSigDB can be freely accessed through the Broad Institute website, and is implemented via a graphical user interface. MATLAB is accessible through MathWorks, Inc. on a subscription basis.

#### Data availability

The accession number for all the sequencing results reported in this paper is GEO: GSE119964. Additional data is available by request to the lead contact.

## Supplementary Material

1

2

## Figures and Tables

**Figure 1.**
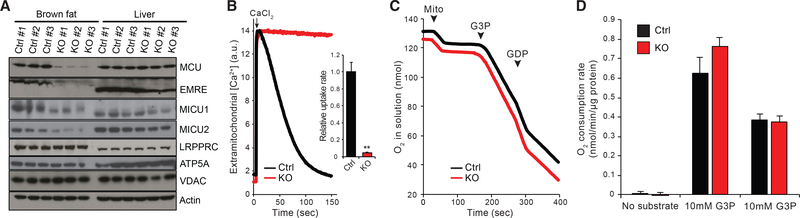
Selective Ablation of MCU in Brown Fat (A) Effect of brown fat-specific Cre recombinase expression on uniporter protein levels on the Mcu[fl/fl] background. (B) Left: representative Ca^2+^ uptake traces in isolated brown fat mitochondria energized with glycerol-3-phosphate (G3P) + rotenone in the presence of guanosine diphosphate (GDP). Right: quantification of Ca^2+^ uptake rates (n = 4). (C) Oxygen consumption measurements of isolated brown fat mitochondria in a well stirred cuvette at room temperature. Mitochondria, G3P, and GDP were added at indicated time points. (D) Quantification of oxygen consumption rates (n = 4). Results are reported as mean + SEM. Statistical significance is indicated as **p < 0.01 (Student’s t test).

**Figure 2.**
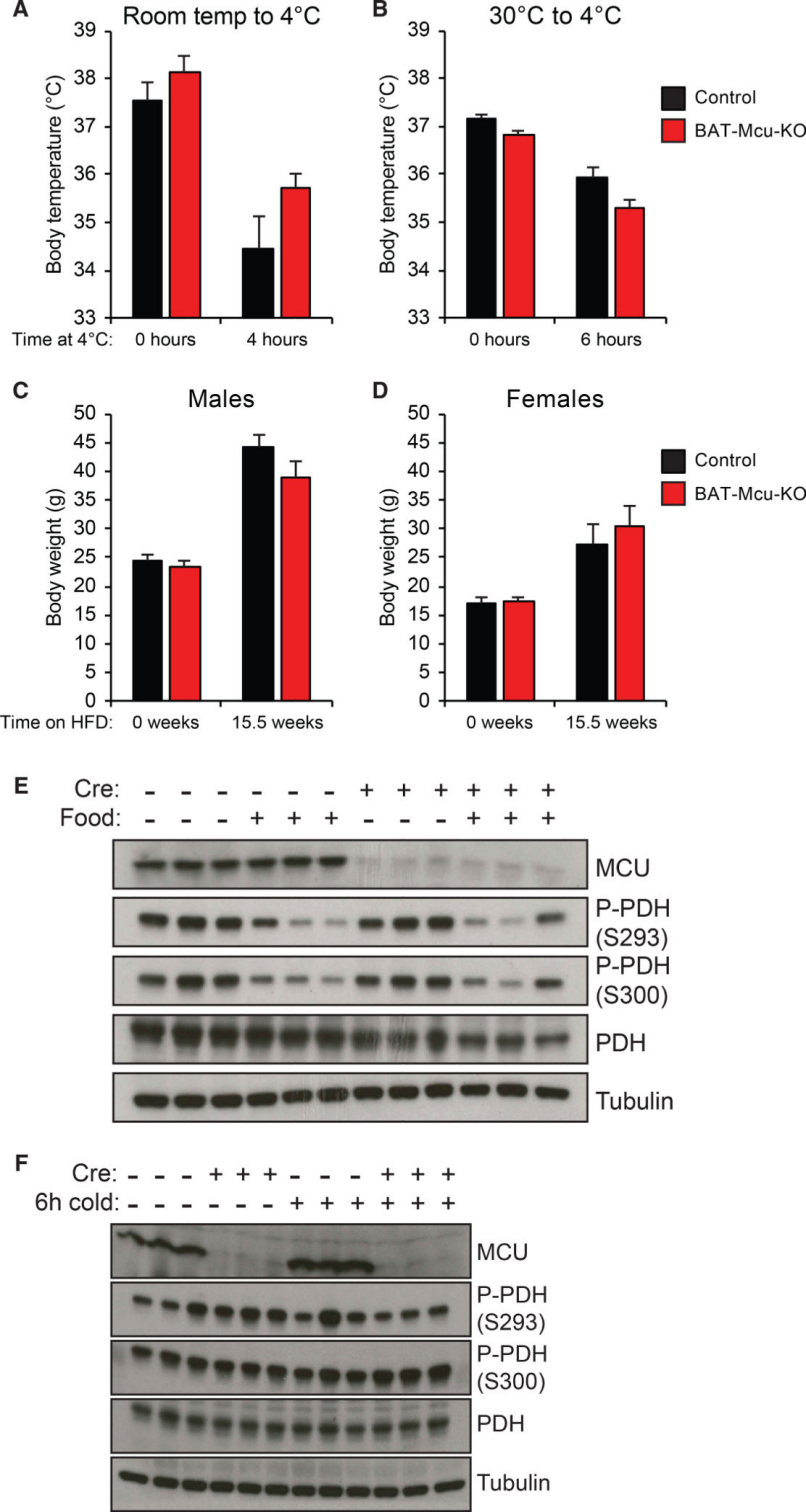
MCU Is Largely Dispensable for Brown Fat Bioenergetics (A) Core body temperature of mice transferred from room temperature to 4°C (n = 5–6 per group). Full body temperature data over time is presented in Figure S3A. (B) Core body temperature of mice transferred to 4°C following 1 week habituation to 30°C (n = 7 per group). Full body temperature data over time is presented in Figure S3B. (C and D) Body mass of male (C) and female (D) —Cre and +Cre animals fed high-fat diet. Full body mass data over time is presented in Figures S3C and S3D. (E) Brown fat pyruvate dehydrogenase (PDH) phosphorylation in —Cre or +Cre mice with or without *ad libitum* access to food at room temperature for 6 h. Animals were starved for 12 h overnight prior to the experiment. (F) Brown fat pyruvate dehydrogenase (PDH) phosphorylation in —Cre or +Cre mice fasted at room temperature or 4°C for 6 h. Results are reported as mean + SEM.

**Figure 3.**
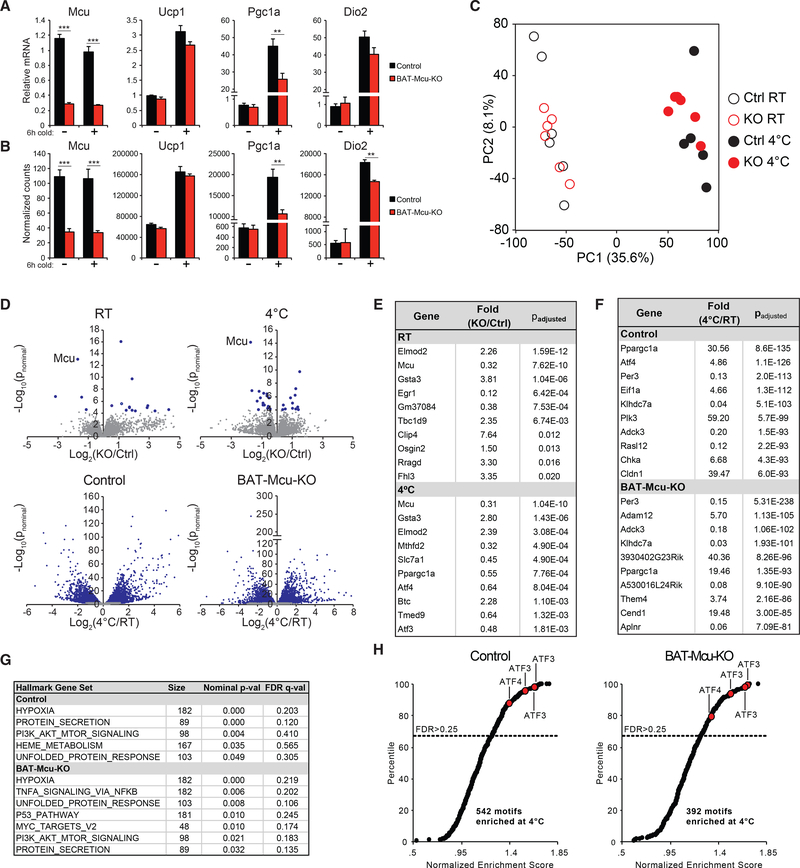
Transcriptional Response to Cold Exposure (A) qPCR of MCU and cold-induced transcripts in brown fat (n = 5–6 mice per group). (B) Normalized counts of transcripts in (A) measured by RNA-seq. (C) Principal component analysis of gene expression data. (D) Volcano plots comparing —Cre with +Cre gene expression at two temperatures, and comparing RT with 4°C gene expression in both genotypes (blue points denote transcripts achieving an adjusted p value < 0.05). (E) Top 10 genes enriched by genotype at either RT or 4°C (genes ranked by adjusted p value). (F) Top 10 genes enriched by temperature in either —Cre or +Cre mice. (G) MSigDB hallmark genesets enriched at 4°C in —Cre or +Cre mice. (H) DNA motifs enriched at 4°C in —Cre or +Cre mice. Red points indicate motifs annotated as ATF3 or ATF4 targets. Genes were rank ordered using the Student’s t test metric. Samples were permuted 1,000 times to evaluate significance. Results are reported as mean + SEM. Statistical significance is indicated as *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s t test).

**Figure 4.**
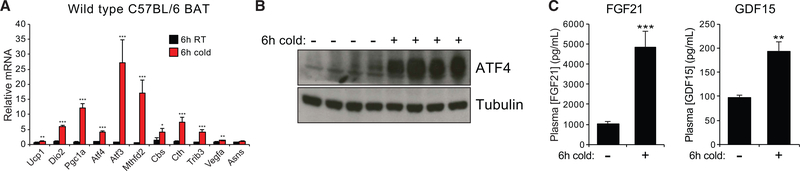
Cold Challenge Activates the Integrated Stress Response in Brown Fat (A) qPCR of transcripts corresponding to the thermogenic gene expression or the integrated stress response (ISR) in wild type mice housed for 6 h at RT or 4°C (n = 6 mice per group). (B) BAT ATF4 protein levels in fasting mice housed for 6 h at RT or 4°C. (C) Circulating levels of FGF21 and GDF15 in mice starved for 6 h at RT or 4°C (n = 7 mice per group). Results are reported as mean + SEM. Statistical significance is indicated as *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s t test).

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rabbit monoclonal against MCU	Cell Signaling Technologies	Cat#14997; RRID: AB_2721812
Rabbit monoclonal against MICU1	Cell Signaling Technologies	Cat#12524; RRID: AB_2797943
Rabbit polyclonal against MICU2	Bethyl	Custom synthesized
Rabbit polyclonal against EMRE	Bethyl	Custom synthesized
Mouse monoclonal against ATP5A	Abcam	Cat#AB14748; RRID: AB_301447
Rabbit polyclonal against LRPPRC	Sigma	Cat#SAB2700419
Rabbit polyclonal against VDAC	Cell Signaling Technologies	Cat#4866; RRID: AB_2272627
Rabbit polyclonal against Actin	Cell Signaling Technologies	Cat#4967
Rabbit monoclonal against Beta-Tubulin	Cell Signaling Technologies	Cat#2128
Mouse monoclonal against PDH	Thermo Fisher	Cat#459400
Rabbit polyclonal against Phospho-PDH (S293)	EMD Millipore	Cat#ABS204
Rabbit polyclonal against Phospho-PDH (S300)	Calbiochem	Cat#AP1064
Rabbit monoclonal against ATF-4	Cell Signaling Technologies	Cat#11815; RRID: AB_2616025
Chemicals, Peptides, and Recombinant Proteins		
Phosphate buffered saline (PBS)	Thermo Fisher	Cat# 10010023
Sucrose	Sigma	Cat# S0389
HEPES	Sigma	Cat# H3375
EGTA	Sigma	Cat# E3889
KOH	Sigma	Cat# P5958
RIPA Buffer with EDTA and EGTA	Boston BioProducts	Cat# BP-115DG
Quick Start Bradford 1x Dye Reagent	Bio-Rad	Cat# 5000205
Rodent High Fat Diet	Research Diets	D12492
Trizma® hydrochloride (Tris-HCl)	Sigma	Cat# T3253
Trizma® BASE (Tris base)	Sigma	Cat# 93362
Rotenone	Sigma	Cat #R8875
Guanosine 5′-diphosphate [GDP] disodium salt	Abcam	Cat# 7415-69-2
Bovine serum albumin (fatty acid free)	Sigma	Cat# A8806
Oregon Green 488 BAPTA-6F, hexapotassium salt	Thermo Fisher	Cat# O23990
sn-Glycerol 3-phosphate bis(cyclohexylammonium) salt	Sigma	Cat# G7886
Calcium chloride	Sigma	Cat# C1016
Tetramethylrhodamine methyl ester (TMRM)	Thermo Fisher	Cat# T668
cOmplete ETDA-free protease inhibitor cocktail	Sigma	Cat# 11873580001
Protease/Phosphatase Inhibitor Cocktail	Cell Signaling Technology	Cat# 5872S
SDS sample buffer (Laemmli)	Boston BioProducts	Cat# BP-111R
QIAzol Lysis Reagent	QIAGEN	Cat# 79306
Chloroform	Sigma	Cat# 288306
QIAGEN buffer RLT	QIAGEN	Included in RNeasy Mini Kit
100% Ethanol	Decon Labs	Cat# 2716
GIBCO DMEM, high glucose	Thermo Fisher	Cat# 11965092
GIBCO Penicillin-Streptomycin (10,000 U/mL)	Thermo Fisher	Cat# 15140122
GIBCO GlutaMAX Supplement	Thermo Fisher	Cat# 35050061
Insulin	Sigma	Cat# I5500
3,3′,5-Triiodo-L-thyronine sodium salt (T3)	Sigma	Cat# T6397
Dexamethasone	Sigma	Cat# D4902
3-Isobutyl-1-methylxanthine (IBMX)	Sigma	Cat# I5879
Indomethacin	Sigma	Cat# I7378
Dulbecco’s Phosphate-Buffered Saline (DPBS)	Thermo Fisher	Cat# 14190136
Formalin solution, neutral buffered, 10%	Sigma	Cat# HT501128
Isopropanol	Sigma	Cat# I9516
Oil Red O	Sigma	Cat# O0625
Hematoxylin Solution, Harris Modified	Sigma	Cat# HHS16
Critical Commercial Assays		
RNeasy Mini Kit	QIAGEN	Cat# 74104
SuperScript® III First-Strand Synthesis SuperMix for qRT-PCR	Thermo Fisher	Cat# 11752050
TaqMan Gene Expression Master Mix	Thermo Fisher	Cat# 4369016
Mouse/Rat FGF-21 Quantikine ELISA Kit	R&D Systems	Cat# MF2100
Mouse/Rat GDF-15 Quantikine ELISA Kit	R&D Systems	Cat# MGD150
Seahorse XF24 Extracellular Flux Analyzer	Seahorse Bioscience	https://www.agilent.com/en/products/cell-analysis/seahorse-analyzers
Deposited Data		
RNA-seq results generated in this manuscript, raw and processed	NCBI Gene Expression Omnibus	http://www.ncbi.nlm.nih.gov/geo, query GEO: GSE119964
Experimental Models: Cell Lines		
DE-2-3 immortalized brown adipocytes	Gift from Dr. Bruce Spiegelman	N/A
Experimental Models: Organisms/Strains		
Mouse: C57BL/6J	The Jackson Lab	Cat# 000664
Mouse: B6FVB-Tg(UCP1-Cre)1Evdr/J	The Jackson Lab	Cat# 024670
Oligonucleotides		
MCU TaqMan Probe	Thermo Fisher	Mm01168773_m1
UCP1 TaqMan Probe	Thermo Fisher	Mm01244861_m1
PPARGC1A (PGC1A) TaqMan Probe	Thermo Fisher	Mm01208835_m1
DIO2 TaqMan Probe	Thermo Fisher	Mm00515664_m1
ATF4 TaqMan Probe	Thermo Fisher	Mm00515325_g1
ATF3 TaqMan Probe	Thermo Fisher	Mm00476033_m1
MTHFD2 TaqMan Probe	Thermo Fisher	Mm00485276_m1
CBS TaqMan Probe	Thermo Fisher	Mm00460654_m1
CTH TaqMan Probe	Thermo Fisher	Mm00461247_m1
TRIB3 TaqMan Probe	Thermo Fisher	Mm00454879_m1
VEGFA TaqMan Probe	Thermo Fisher	Mm01281449_m1
ASNS TaqMan Probe	Thermo Fisher	Mm00803785_m1
HPRT TaqMan Probe	Thermo Fisher	Mm03024075_m1
Recombinant DNA		
BAC RP23-371B1 (LB Stab)	BACPAC Resources	RP23-371B1
Software and Algorithms		
MATLAB	MathWorks	https://www.mathworks.com/products/matlab.html
STAR 2.4.0j	Picelli et al. (2014)	https://github.com/alexdobin/STAR
HTSeq	Dobin et al. (2013)	https://github.com/simon-anders/htseq
DESeq2	Anders et al. (2015)	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Gene Set Enrichment Analysis (GSEA)	Mootha et al. (2003); Subramanian et al. (2005)	http://software.broadinstitute.org/gsea/index.jsp

How the deposited data were processed for this re-analysis (not part of the article)

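RNA from the BAT of 23 mice was sequenced in 4 groups: control at RT (n = 6), control at 4°C (n = 5), BAT-Mcu-KO at RT (n = 6) and BAT-Mcu-KO at 4°C (n = 6). The mice at 4°C were kept there for 6 h. Food and housing may have differed between RT and 4°C, and cold stands for that whole difference in the text. The group and the replicate number of each mouse were taken from the sample labels, and each column of counts was matched to its sample by name. The number of per-sample columns left out was 0. Transcripts from the Y chromosome were present in every sample, Ddx3y for example with a normalized count of 705 to 2102.

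The authors aligned the reads to mm10 with STAR and counted those within exons with HTSeq. The signal that the authors deposited is a table of normalized counts, the reads of each gene divided by the size factor of the sample, which DESeq2 computes as a median ratio. The authors also deposited a table of comparisons from their DESeq2 model of genotype, temperature and their interaction. For each gene and comparison it holds a linear fold change and a log2 fold change. The linear fold is not always the ratio of the group means. For Fgf21 by cold in control mice it is 27, against a ratio of means of 47.7. It also holds the p-value of the authors' Wald test, unadjusted and adjusted by the Benjamini-Hochberg method. Some genes lack the adjusted value, which is given for 13230 genes for genotype at 4°C and for 13800 for the interaction. The sign of the authors' log2 values was opposite to the direction of their fold values, and the direction of the fold values matched the normalized counts. Values taken from this table are marked as the authors' where they are printed, and every other value was computed from the normalized counts. The table of normalized counts holds 14651 genes, each with at least 8 recovered reads in at least 6 samples. In it 19 symbols had been turned into dates. These genes were tested, and none of them is named here.

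In each sample, the normalized counts were whole multiples of the value of 1 read, which gives back the reads. The depth was 7129271 to 21006347 reads per sample. A level of 3 reads or fewer was taken as the floor. At this depth a mean normalized count of 100.3, that of Pdp1 at RT, rests on 70.0 to 150.0 reads per mouse. Read numbers give counting error only, since copies made by PCR are not independent molecules.

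Because the values are normalized counts, the test was limma (version 3.58.1, in R version 4.3.3) on log2(normalized count + 1), with a mean for each of the 4 groups, all 23 samples in 1 model and a trend of the variance on expression. A gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05 over the 14651 genes. The comparisons were genotype at RT, genotype at 4°C, cold in control, cold in BAT-Mcu-KO and the interaction. Scores with 1 value per mouse were compared by exact permutation tests, and their interaction by 100000 permutations of the genotype within each temperature. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01. Principal components were computed on genes centred and scaled to SD 1. Gene positions come from GENCODE release M21 on GRCm38, in which 93.9% of the genes were found by symbol. Tables were read with pandas version 2.3.3 under Python version 3.11.15, and figures were drawn with matplotlib version 3.10.9.

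The tests, the alternatives listed here, the lists of ISR, uniporter, thermogenic, clock, muscle and sex genes and the rule for naming genes were fixed before the data were examined. The alternatives were a pseudocount of 0.5 or 10.0, only genes with a mean normalized count of 50.0 or more, only genes with a normalized count of 8 or more in every sample, quantile normalization, scaling of each library to its 75th percentile, limma without the trend, only the 2 compared groups in the fit, the replicate number as a block, DESeq2 (version 1.42.0) and edgeR's quasi-likelihood test (version 4.0.16) on the recovered reads, and each sample left out in turn. For principal components they included unscaled genes and the 500.0 most variable genes, for the ISR score other ways to combine its genes, and for gene lists an inter-gene correlation estimated from the data. The replicate numbers come from the sample labels. Mice with the same number in different groups are different animals, since the BAT of each mouse was taken once. The mean correlation of their deviations was 0.121 between the genotypes at 4°C, where a fit with the replicate number as a block called 7 genes, and this fit is given beside the results of single genes and of the ISR score by genotype at 4°C. It was not made for the principal components or for the test of gene positions. In the limma and camera fits the block gave each replicate number a single effect, shared by mice at RT and 4°C. The mean correlation was -0.04 between the genotypes at RT, -0.03 for cold in control and -0.10 for cold in BAT-Mcu-KO mice. Such a block therefore does not model a pairing at 4°C alone.

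The tests were tried on simulated counts of 14651 genes, in which 200.0 genes were changed by 1.5-fold, 2-fold or 4-fold. Limma found 129 of them with 5 false calls, DESeq2 141 with 16 and edgeR 134 with 6. Of the genes changed 4-fold limma found 61 of 66, and of those changed 2-fold 49 of 70.0. In 20.0 simulated runs without any change, camera called a set in 2.

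Named in the text are every gene the paper names for its RNA sequencing, the ISR genes with Fgf21, genes of the uniporter, Slc8b1, Pdp1 and Pdp2. An item that falls under this rule is not reported here. For each genotype comparison and the interaction, every changed gene is named where there were 10.0 or fewer, and otherwise the 5 with the smallest p in each direction. The same 5 in each direction are named for each cold comparison. At 4°C, where 11 genes were changed, this rule names each of them. The rule also covers the tested genes within 5 Mb of Ucp1. Genes that overlap a named gene, or lie beside Gsta3, were named for their position, after their values were seen. The gene Gdf15 was not analysed here. The hallmark and motif sets of the paper were not used here, and Reactome sets took their place. Cold tolerance, body mass, proteins, isolated mitochondria and hormones were not analysed here.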

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

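All tests in this part were chosen after the result they concern was seen. Over 16 measures in 64 groups of mice, 5 groups held a mouse far from the others, where chance gives 3.2. A mouse was called far when its gap to the nearest other mouse was a large share of the range of its group. These were replicate 5 of BAT-Mcu-KO at RT, with 34.8% of counts on mitochondrial transcripts (the others 31.3% to 32.3%), replicate 6 of control at RT and replicate 6 of BAT-Mcu-KO at 4°C, with muscle scores of 1.47 (the nearest 6.49) and 1.96 (the nearest 6.22), replicate 4 of BAT-Mcu-KO at RT, with a log2 level of Mcu of 4.02 (the nearest 5.22), and replicate 1 of control at 4°C, with a Pdp2 to Pdp1 ratio of 33.1 (the nearest 21.1). The muscle score is the mean log2 level of 12 skeletal muscle genes. Its smallest exact p over the comparisons by genotype and cold was 0.368, so neither is shown to change it, and RNA from muscle next to BAT is a candidate explanation. The low Mcu level rests on 17 reads. The lowest Mcu count of a control mouse was 1.67 times the highest of a BAT-Mcu-KO mouse, so no sample is shown to be mislabelled for genotype. For the mitochondrial share and the Pdp2 to Pdp1 ratio no explanation was tested.

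The rise of the ISR score in the cold differed between the genotypes by -0.95 (permutation p = 9.0e-05). With every library thinned to 7129271 reads, p was 0.00062. With the slope on the muscle score taken out it was 0.00011, the largest p with 1 gene left out of the score was 0.00076 (without Atf3), and the larger p under quantile normalization and 75th percentile scaling was 0.00018. After a correction for length and GC content, which covered 9 of the 9 genes, the mean interaction of the genes was -0.955, against -0.949 before it. The correction was small for these genes, between -0.07 and 0.07, so this bias does not account for the difference as far as the fit describes it. A smaller cold response of all genes was tested with 10000.0 random lists matched for expression and cold response, of which 0.02% had as low a mean (their mean was -0.08). The Mcu ratio of 1.67 goes against a mislabelled sample. The difference may therefore follow from the genotype, but 0 samples had Cre and an intact Mcu, so loss of Mcu cannot be told apart from the Cre transgene. The Fgf21 response differed by a log2 value of -2.55 (permutation p = 0.0230). Fgf21 is 1 of the 9 genes of the score and had few reads at RT, and no separate explanation was tested for it.

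Outside the genes the paper discusses, 5 genes were changed by genotype, each named after its values were seen. Mir1904 at RT had a log2 fold change of -1.45 (adjusted p = 0.0268, 5 of 6 BAT-Mcu-KO mice beyond every control mouse) and passed the threshold in 6 of 9 alternatives (adjusted p 0.00248 to 0.612). At 4°C, Tram2 had -1.31 (adjusted p = 0.0354, 5 of 6 mice; 6 of 10 alternatives, 0.00379 to 0.245) and Cat 0.58 (0.0354, 5 of 6 mice; 8 of 11 alternatives, 0.00155 to 0.4804). Pbld2 had 1.09 (0.0201, 6 of 6 mice; 8 of 11 alternatives, 0.00072 to 0.287) and S1pr5 1.29 (0.0354, 5 of 6 mice; 6 of 11 alternatives, 0.00640 to 0.4804). Whether the effects of these genes differ between RT and 4°C is not shown, since limma called 0 genes for the interaction (878 with an unadjusted p under 0.05), although S1pr5 is among the 28 genes that DESeq2 on the recovered reads called. Mir1904 lies within Pde4d, whose reads were not told apart from it, and Pbld2 and S1pr5 overlap Gm16143 and Gm48303. No biological explanation was tested for Mir1904, Cat, Pbld2 or S1pr5.

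Tram2 lies on chromosome 1 near Gsta3, which changed the other way. Among 10000.0 draws of 13 genes, a share of 0.1196 had as many pairs within 1 Mb, so chance position remains. Reads shared with a paralog are not shown, since Gsta4 had a log2 fold change of 0.21 at 4°C (adjusted p = 0.771). Of the 5 other tested genes within 1 Mb of Gsta3, 0 were changed, which leaves a rearrangement carried with the Cre transgene untold from the other explanations.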

How the results depend on the processing

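None of the alternatives or splits in this part was chosen after a result was seen. Genotype at RT changed 7 genes in limma, 3 with only the 2 compared groups in the fit and 20.0 with DESeq2 on the recovered reads, and 5 to 8 across the 23 fits that each left out 1 sample. At 4°C it changed 11 genes, 7 without the trend (6 of them among the 11), 2 with only the 2 compared groups, 7 with the replicate block (7 among the 11), 23 with DESeq2 (11 shared), 6 with edgeR (6 shared) and 3 to 16 with 1 sample left out. At both temperatures 3 genes changed, 5 with DESeq2, 2 with edgeR (Mcu and Elmod2), 2 with only the compared groups (Mcu and Gsta3) and 1 to 3 with 1 sample left out. The interaction count of 0 (878 genes with an unadjusted p under 0.05) was 28 with DESeq2 and 0 to 1 with 1 sample left out. In simulated counts DESeq2 made 16 false calls and limma 5, both for genotype at RT. False calls for the interaction were not counted there.

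Cold changed 6735 genes in control and 6349 in BAT-Mcu-KO mice, and under each alternative for all genes these counts stayed within 1.5 times, with 6256 to 6756 and 5871 to 6509 when 1 sample was left out. The share changed at least 2-fold fell with a pseudocount of 10.0 to 10.8% and 9.11%, which shrinks folds of low counts, and was 16.2% to 17.4% and 13.9% to 15.5% with 1 sample left out. Scaling to the 75th percentile shifted the median log2 fold change in control mice to -0.13, and 38.2% of the changed genes were then higher against 48.5%. The correlation of the cold responses was 0.909 with a mean normalized count of 50.0 or more, 0.915 with 8 or more in every sample, 0.71003 with DESeq2 and 0.714 with edgeR, against 0.830, and 0.786 to 0.850 with 1 sample left out. The cause of these differences was not tested.

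The first component held 38.5% of the variance with unscaled genes, 39.9% with the 500.0 most variable genes and 41.7% with a mean normalized count of 50.0 or more, and 34.7% to 35.5% with 1 sample left out. The second held 14.3%, 36.8% and 9.24%, and 7.55% to 8.22%. Ucp1 ranked 1118 with unscaled genes and 424 with quantile normalization, and 88 to 211 with 1 sample left out. It is not among the 500.0 most variable genes, which gave it no rank. There Ppargc1a ranked 53. Atf4 ranked 46 in BAT-Mcu-KO mice with only the 2 compared groups, and 1 to 16 with 1 sample left out. The cause was not tested.

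The higher ISR score at RT no longer passed the threshold with each gene scaled to SD 1 (0.17, exact p = 0.108), with the median of the genes (0.32, p = 0.197), without the 3 genes of Fig. 3E (0.32, p = 0.0584) and with the replicate block (0.29, p = 0.0625). With the block, the rise in control mice (2.65), the difference at 4°C (-0.67) and the interaction (-0.96) had an exact p of 0.0625 in a permutation test, the smallest that 5 pairs can give. With 1 sample left out the interaction was -1.04 to -0.86, the difference at RT 0.24 to 0.34 and at 4°C -0.74 to -0.57. The mean correlation of same-numbered mice was -0.04 at RT (p = 0.725), -0.03 for cold in control (p = 0.622) and -0.10 for cold in BAT-Mcu-KO mice (p = 0.926). With the block the counts were 7 at RT, 6610 and 6376 for cold and 0 for the interaction (814 unadjusted). The clock list in BAT-Mcu-KO mice reversed with a pseudocount of 10.0 (adjusted p = 0.959), and the cause was not tested.

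For the single genes followed under the alternatives, 1144 results under alternatives other than leaving out a sample were 1096 unchanged in direction and side of the threshold, 31 weaker, 10.0 stronger and 7 reversed. The reversed ones were Mcu by cold in BAT-Mcu-KO mice with quantile normalization (0.16), Ccdc109b at 4°C with a pseudocount of 10.0 (0.0146), DESeq2 (0.13) and edgeR (0.13), Dio2 at RT with DESeq2 (0.0532) and edgeR (0.0549), and the Vegfa interaction with 75th percentile scaling (0.0024). None of these passed the threshold. With 1 sample left out, signs changed for Mcu by cold (-0.135 to 0.0878 in control, -0.221 to 0.0864 in BAT-Mcu-KO mice), at 4°C for Ucp1 (-0.112 to 0.0110), Ccdc109b (-0.46 to 0.27) and Vegfa (-0.113 to 0.0752), at RT for Ppargc1a (-0.20 to 0.10), Smdt1 (-0.0658 to 0.0119) and Dio2 (-0.386 to 0.0798), and in the interaction for Vegfa (-0.127 to 0.0608) and Cbs (-0.22 to 0.48). The cause was not tested. Depth limits Ccdc109b, with a normalized count of at most 14.4, and Fgf21 at RT, with 0 to 9 reads.

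Other splits of the same mice parted the same-numbered pairs as the real one does. As many changed genes came from 1 of 32 splits, the real one, for genotype at RT, genotype at 4°C, cold in control and cold in BAT-Mcu-KO mice, with at most 1, 4, 4455 and 3366 genes in another split. For the share changed at least 2-fold it was also 1 of 32 in each genotype. For both temperatures 1 of 100.0 splits, the real one, gave as many, with 0 genes in each of the others, and for the interaction 100 of 100.0, since the real count is 0. As many gene sets came from 32 of 32 splits at RT, 14 of 32 at 4°C and 19 of 32 for cold in each genotype, where the real numbers were 0, 1, 1 and 1. At RT each split reaches the real number of 0, and elsewhere 1 of 4 sets is a count too low to tell the real split from others. It says nothing about the p-value of a single set.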

Differences from the paper's values

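None of the tests below was chosen after the result was seen. Ucp1 ranked 156 by its loading on the first principal component, against the paper's statement that it lies within the top 100. Among the alternatives set before the data were examined, the rank was inside this limit without replicate 6 of control at RT (91) and without replicate 4 of control at 4°C (88). It was within 1.5 times the limit without replicate 1 (114) or replicate 5 (149) of control at RT and without replicate 3 of BAT-Mcu-KO at 4°C (147). It lay further away in the other fits that each left out 1 sample (155 to 211), with a pseudocount of 10.0 (167), with genes of a mean normalized count of 50.0 or more (186), with quantile normalization (424) and with unscaled genes (1118).

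The paper names Tbc1d9 among the genes higher in BAT-Mcu-KO mice at RT and at 4°C. Here its log2 fold change at 4°C was 0.93, with an adjusted p of 0.215 in limma. DESeq2 on the recovered reads called it (adjusted p = 0.00788), and no other alternative did (adjusted p over the alternatives 0.00788 to 0.263). Fig. 3E lists genes as changed by genotype that limma did not call. At RT these were Clip4 (log2 fold change 2.09, adjusted p = 0.941), Osgin2 (0.58, adjusted p = 0.701), Rragd (1.57, adjusted p = 0.102) and Fhl3 (1.56, adjusted p = 0.701). At 4°C they were Slc7a1 (-1.12, adjusted p = 0.258), Ppargc1a (-0.85, adjusted p = 0.284) and Atf3 (-1.01, adjusted p = 0.570). DESeq2 on the recovered reads called Clip4 (adjusted p = 0.0435, over the alternatives 0.0435 to 0.968), Fhl3 (0.0159, 0.0159 to 0.921) and Slc7a1 (0.00545, 0.00545 to 0.328). DESeq2 and the replicate block called Rragd (1.03 to 1.72 in log2 fold change over the alternatives, adjusted p 0.00248 to 0.612). No alternative called Osgin2 (0.274 to 0.788), Ppargc1a (0.0562 to 0.434) or Atf3 (0.270 to 0.615). In the authors' deposited table, from their own Wald test, the adjusted p is 0.0128 for Osgin2 at RT. At 4°C it is 0.000776 for Ppargc1a, 0.00181 for Atf3 and 0.00181 for Tbc1d9. Clip4, Rragd, Fhl3 and Slc7a1 are under the threshold there as well (0.0122, 0.0165, 0.0199 and 0.00049).

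The paper's text describes the induction of PGC1A in the cold as independent of genotype, while Fig. 3E lists its gene as changed by genotype at 4°C. Adjusted over Ucp1, Ppargc1a and Dio2 alone, Ppargc1a was the 1 gene of 3 called by genotype at 4°C. In the interaction, which tests the induction itself, 0 of 3 were called over this list or over all genes, and Ppargc1a had a log2 difference of -0.77 (unadjusted p = 0.0207, adjusted over all genes 0.793). The paper gives a bound that the share of genes changed at least 2-fold by cold exceeds. In BAT-Mcu-KO mice the share was 14.8% here, under the bound, and in the authors' deposited table it is 15.6%. It was over the bound with 75th percentile scaling (15.1%), with DESeq2 or edgeR on the recovered reads (15.6% with each), and when replicate 1 or replicate 5 of BAT-Mcu-KO at RT or replicate 5 of BAT-Mcu-KO at 4°C was left out (at most 15.5%). With a pseudocount of 10.0 it was 9.11%. It was 12.1% with genes of a mean normalized count of 50.0 or more, and 11.4% with genes of 8 or more in every sample. In control mice the share was 16.99%, over the bound. It was under the bound there with the same pseudocount (10.8%) and with these filters (14.5% and 13.7%). The paper ranks Atf4 near the top of the genes raised by cold in both genotypes. In BAT-Mcu-KO mice its rank was 7 here, 14 with quantile normalization, 46 with only the 2 compared groups in the fit, and 52 in the authors' deposited table.

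The paper lists hypoxia and the unfolded protein response among the sets enriched at 4°C. For the Reactome sets of these processes, camera's adjusted p in control and BAT-Mcu-KO mice was 0.122 and 0.146 for hypoxia, and 0.312 and 0.235 for the unfolded protein response. Over the alternatives it was 0.119 to 0.239 for hypoxia and 0.228 to 0.413 for the unfolded protein response, so none called either set. Before adjustment camera's p for hypoxia was 0.0306 in control and 0.0456 in BAT-Mcu-KO mice. The paper ran GSEA on hallmark sets, so these are other gene lists and another test. They cannot decide whether the paper's sets are enriched.

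Fold changes printed in Figs. 3E and 3F were compared for 40.0 genes and comparisons. The ratio of the value here to the paper's was 0.559 to 1.33, and 39 of the 40.0 were within 1.5-fold. The exception was Clip4 at RT, with 4.25-fold here and about 7.6-fold in Fig. 3E, read by eye.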

Other observations

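The tests in this part were chosen after the results were seen. The muscle score, from a list of skeletal muscle genes written in advance, was 8.15, 6.61, 6.95, 6.49, 6.93 and 1.47 in control mice at RT and 1.12, 10.66, 0.79, 9.26 and 10.44 in control mice at 4°C. It was 6.15, 7.34, 11.2, 10.56, 1.21 and 10.88 in BAT-Mcu-KO mice at RT and 8.48, 8.59, 6.22, 6.87, 7.87 and 1.97 in BAT-Mcu-KO mice at 4°C, in the order of the replicate numbers. Its smallest exact p over 4 comparisons was 0.368.

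DESeq2 on the recovered reads called 28 genes for the interaction. With the muscle score as a covariate it called 16, of which 12 were among the 28. Of the 28, 21 were associated with the muscle score, against 238 of 14639 genes tested outside the muscle list (Fisher's exact p = 1.2e-32), and 0 of the 28 were in that list. RNA from muscle may thus account for part of these calls. Of Clip4, Rragd and Fhl3, which DESeq2 called at RT, 2 of 3 were called with the covariate: the adjusted p went from 0.0435 to 0.237 for Clip4, from 0.00248 to 0.0120 for Rragd and from 0.0159 to 0.0182 for Fhl3. Muscle RNA remains an explanation for Clip4 and does not fully explain the others. With the covariate DESeq2 called 15 genes by genotype at RT in place of 20.0, and 36 at 4°C in place of 23.

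Egr1 was lower in BAT-Mcu-KO mice at RT (exact p = 0.00433). An immediate-early response at dissection in some control mice was tested with a score of 9 other immediate-early genes, a list written after the values of Egr1 and of several of these genes were seen. The score differed between the genotypes by -0.61 at RT (exact p = 0.0693), which shows neither a difference of the group means nor its absence. Over the 6 control mice at RT, however, Egr1 and the score had r = 0.989 (exact permutation p = 0.00278), against 0.641 over the BAT-Mcu-KO mice at RT (exact p = 0.192). At 4°C it did not follow the score in control (r = -0.78, exact p = 0.15) or BAT-Mcu-KO mice (r = -0.09, exact p = 0.846). An immediate-early response that varies between control mice at RT may therefore contribute to the lower Egr1, and it was not told apart from an effect of genotype.

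The second principal component separated mice within groups. Its loadings had a Spearman rho of -0.34 with gene length and of -0.07 with GC share, over the 94.1% of genes with both known, so a bias with gene length remains a candidate explanation. Its correlation with log2 depth was -0.05 (permutation p = 0.809), the rho was 0.16 (p = 0.467), and without the 2 samples farthest in depth the correlation was 0.30.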
